# An enhancer screen identifies new suppressors of small-RNA-mediated epigenetic gene silencing

**DOI:** 10.1371/journal.pgen.1009645

**Published:** 2021-06-22

**Authors:** Yukiko Shimada, Sarah H. Carl, Merle Skribbe, Valentin Flury, Tahsin Kuzdere, Georg Kempf, Marc Bühler

## Abstract

Small non-protein coding RNAs are involved in pathways that control the genome at the level of chromatin. In *Schizosaccharomyces pombe*, small interfering RNAs (siRNAs) are required for the faithful propagation of heterochromatin that is found at peri-centromeric repeats. In contrast to repetitive DNA, protein-coding genes are refractory to siRNA-mediated heterochromatin formation, unless siRNAs are expressed in mutant cells. Here we report the identification of 20 novel mutant alleles that enable *de novo* formation of heterochromatin at a euchromatic protein-coding gene by using *trans*-acting siRNAs as triggers. For example, a single amino acid substitution in the pre-mRNA cleavage factor Yth1 enables siRNAs to trigger silent chromatin formation with unparalleled efficiency. Our results are consistent with a kinetic nascent transcript processing model for the inhibition of small-RNA-directed *de novo* formation of heterochromatin and lay a foundation for further mechanistic dissection of cellular activities that counteract epigenetic gene silencing.

## Author summary

Besides silencing gene expression at the post-transcriptional level, small RNAs mediate the formation of silent chromatin that is heritable across generations. Over the last two decades, fission yeast has been serving as an excellent model organism to elucidate the mechanism of small-RNA-mediated heterochromatin formation at repetitive DNA. More recently, work performed with fission yeast revealed the existence of cellular activities that prevent small RNAs from triggering the formation of heterochromatin outside repetitive DNA. With the current work we are expanding the list of factors involved in these counteracting mechanisms. Our results support a model in which small-RNA-directed epigenetic gene silencing is controlled by pre-mRNA cleavage and underscore the importance of the mRNA 3`end processing machinery in warranting gene expression. Because the list of experimentally determined alleles that allow small-RNA-mediated heterochromatin formation keeps expanding, we speculate that fission yeast’s natural ecology may lead to the acquisition of silencing enabling genetic mutations as part of a biological bet-hedging strategy. We therefore advocate for the inclusion of non-laboratory strains in future research that aims at understanding the physiological relevance of small-RNA-mediated epigenetic gene silencing.

## Introduction

Small RNAs are the common denominator of various RNA silencing pathways that regulate gene expression and protect the genome against mobile repetitive DNA sequences, retroelements, and transposons [1–3]. They function as specificity factors by guiding Argonaute protein-containing silencing complexes to their respective targets via base-pairing interactions [4, 5]. In the fission yeast *Schizosaccharomyces pombe*, endogenous small interfering RNAs (siRNAs) are indispensable for the maintenance of centromeric heterochromatin [6]. They originate from within centromeric heterochromatin and target the Argonaute-containing (Ago1) RNA-Induced Silencing Complex (RITS) *in cis* to nascent heterochromatic transcripts that are emanating from RNA polymerase II (RNA Pol II) transcribing the underlying repetitive DNA [7, 8]. Besides binding to nascent RNAs, RITS also binds to methylated histone H3 lysine 9 (H3K9me) through its chromodomain-containing subunit Chp1 [9, 10]. Constituting a positive feedback loop, the RITS complex recruits H3K9 methylation and RNA-dependent RNA polymerase activities to the locus it associates with [9, 11–13]. Dicer-mediated (Dcr1) processing of the resulting double-stranded RNAs leads to amplification of the siRNA pool and thereby reinforcement of the positive feedback loop [14].

Whereas siRNAs originating from heterochromatic repeats function well *in cis* to sustain H3K9 methylation, they do not act *in trans* to mediate *de novo* formation of heterochromatin at complementary protein-coding genes outside centromeric repeats in wild-type cells [15]. Similarly, synthetic siRNAs produced from RNA-hairpins are not sufficient to stably silence homologous protein-coding genes through the assembly of heterochromatin [16–19]. However, siRNAs have been shown to become potent mediators of RNAi-mediated epigenetic gene silencing in *S*. *pombe* cells that are mutant for *mlo3*^+^, *dss1*^+^, *mst2*^+^, or genes encoding subunits of the Paf1 complex (Paf1C) [15, 18, 20, 21]. Indicating potential evolutionary conservation, Paf1C also opposes PIWI/piRNA-directed silencing in *Drosophila melanogaster* [22].

Current understanding of the mechanisms that counteract small-RNA-mediated epigenetic gene silencing is in its infancy. Furthermore, rates at which silencing is initiated or maintained vary substantially between the different enabling mutations identified so far. For example, initiation of gene silencing was reported to occur in approximately 0.5–2% of *mlo3Δ* cells [15]. Silencing in Paf1C mutants is initiated in up to 20% of cells and is boosted to more than 80% upon additional deletion of the *mst2*^*+*^ gene [18, 20]. Although initiation of heterochromatin assembly in *mlo3Δ* and Paf1C mutant cells is not efficient, the silent state is stably maintained once established, even when cells undergo meiosis. That is, Mendelian segregation of the silent allele was observed irrespective of the primary siRNA trigger and enabling *mlo3*^+^ deletion in one study [15]. Inheritance of the repressed state induced by hairpin-derived siRNAs remains dependent on the enabling mutations in Paf1C but ensues independently of the hairpin trigger as well [15, 18, 23]. Here, inheritance patterns of the silencing phenotype violate Mendel’s laws, reminiscent of the paramutation phenomenon [18, 23, 24].

Whereas the role of the RNA export factor Mlo3 in counteracting small-RNA-mediated epigenetic gene silencing remains enigmatic, two non-mutually exclusive models have been put forward for Paf1C [25]. The first model suggests that dilution of K9 methylated H3 is lowered by the reduced histone H3 exchange rates in Paf1C mutants, stabilizing the H3K9 methylation state and hence the aforementioned positive feedback loop [26]. The second model suggests that mutations in Paf1C reduce the kinetics of nascent transcript release from chromatin, allowing sufficient time for RITS to recruit H3K9 methylation and RNA-dependent RNA polymerase activities that are necessary to initiate and propagate the positive feedback loop [18]. This model is supported by observations that alterations in the polyadenylation signal (PAS) of a target pre-mRNA enable siRNA-directed H3K9 methylation [27]. Yet, mutations in the pre-mRNA cleavage and polyadenylation machinery that would impair nascent transcript cleavage and hence potentially enable small-RNA-directed *de novo* formation of heterochromatin formation have not been identified. Thus, additional evidence supporting the second model is wanted.

In this study we have combined chemical mutagenesis with whole-genome sequencing in a sensitized reporter strain to obtain a more comprehensive list of putative suppressors of small-RNA-mediated epigenetic gene silencing. This revealed more than 20 novel silencing-enabling mutations in genes that are associated with RNA processing, regulation of transcription, or post-translational protein modification. Focusing on factors involved in pre-mRNA cleavage and polyadenylation, we show that single amino acid substitutions in Yth1, which is responsible for PAS recognition, lead to nearly 100% effective *de novo* formation of silent heterochromatin. Our work provides further support for a kinetic model for the inhibition of small-RNA directed *de novo* formation of heterochromatin and demonstrates that epigenetic gene silencing can be enabled by the acquisition of a plethora of mutant alleles in fission yeast.

## Results

### An enhancer screen identifies 20 novel mutant alleles that enable small-RNA-mediated epigenetic gene silencing

To identify novel factors that suppress the susceptibility of protein-coding genes for epigenetic silencing via siRNAs that are acting *in trans*, we employed an *ade6*^+^-based reporter system and whole-genome sequencing pipeline of a previous screen that had revealed Paf1C as a potent inhibitor of siRNA-directed heterochromatin formation [18]. *ade6*^+^ is a suitable reporter because Ade6-deficient cells form red colonies on limiting adenine indicator plates, whereas *ade6*^+^ expressing cells appear white. This allows simple assessment and quantification of the initiation, maintenance, and inheritance of siRNA-mediated silencing [28].

Because deletion of the *mst2*^*+*^ gene substantially increases the rate at which silencing is established *de novo* in Paf1C mutant cells [20], we created a sensitized reporter strain in which the *mst2*^*+*^ gene was deleted, and a RNA hairpin (ade6-hp) complementary to 250 nt of the *trp1*^*+*^::*ade6*^+^ reporter was expressed from the *nmt1*+ locus on chromosome I (Fig 1A). In the absence of additional enabling mutations, the siRNAs generated from the ade6-hp do not stably silence the complementary *trp1*^*+*^::*ade6*^+^ reporter gene *in trans* in a *mst2^Δ^* background [20](Fig 1A). To screen for mutants that would enable *ade6* siRNAs to establish and maintain robust *trp1*^*+*^::*ade6*^+^ silencing, we mutagenized our sensitized reporter strain with ethylmethansulfonate (EMS). This was followed by several selection and triaging steps before the introduced mutations were finally mapped by whole-genome sequencing (Fig 1B).

**Fig 1:**
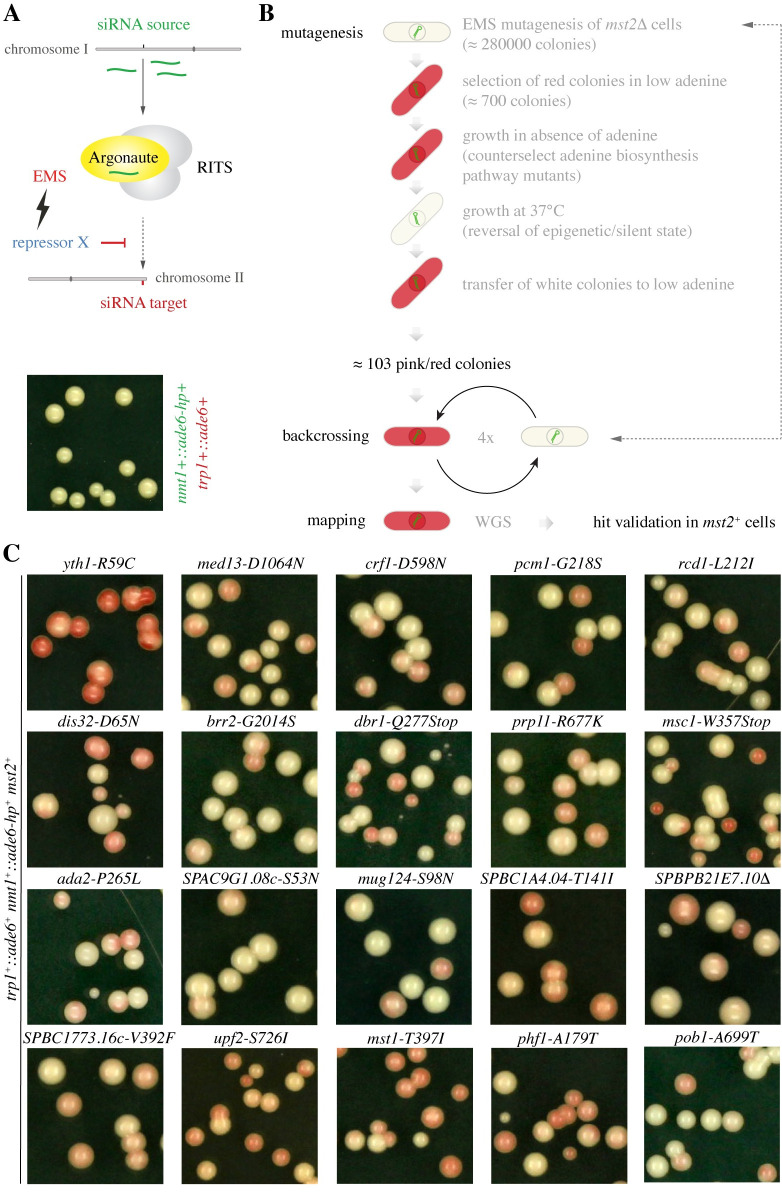
Enhancer screen to identify mutant alleles that enable small-RNA-mediated epigenetic gene silencing. **(A)** Schematic representation of the tester strains (*mst2*^+^ or *mst2*^*Δ*^) used in this study. Primary *ade6* siRNAs are produced from the *nmt1*^*+*^ locus on chromosome I (green). They can only induce silencing of the *ade6*^*+*^ reporter gene on chromosome II, if the tester strain acquires an enabling mutation (white color of the colonies shown indicates expression of the *ade6*^*+*^ reporter gene despite the presence of *ade6* siRNAs in these cells). **(B)** Workflow of the EMS mutagenesis screen. For the initial screening, a *mst2*^*Δ*^ tester strain was used. Final hit validation was performed in *mst2*^+^ cells. **(C)** Representative images of validated point-mutations that are sufficient to enable RNAi-directed *ade6*^*+*^ silencing, which is indicated by the red color. Colonies showing a silencing phenotype on YE-NAT (100ug/ml nourseothricin) plates were selected and spread on YE plates to monitor stability of *ade6*^*+*^ repression. Cells are *mst2*^*+*^ but harbor mutations in individual genes as indicated.

Of roughly 280’000 EMS treated single cell derived colonies, about 700 colonies showed red or red/white variegating phenotypes. To select against loss-of-function mutations in the adenine biosynthesis pathway, these colonies were grown in the absence of adenine. Clones that were still able to grow were subsequently shifted to 37°C. At this temperature, the repressed state of a heterochromatinized *ade6*^+^ reporter gene is reversed, i.e. white instead of red colonies are formed. At this step, we ended up with 103 colonies in which the *trp1*^*+*^::*ade6*^+^ reporter gene was silenced epigenetically (showing white and red phenotypes at 37°C and 30°C, respectively). After these were backcrossed four times, mutations that segregated with an *ade6*^+^ repression phenotype were mapped by whole-genome next-generation sequencing (S1 Table). Validating our screen, four clones had acquired mutations in subunits of the Paf1C complex. In another clone we found a nonsense mutation in the *res2*^+^ gene, which we had previously shown to display a weak silencing phenotype when deleted (Table 1) [18]. Thus, our screen reliably identifies mutants that enable small-RNA-mediated epigenetic gene silencing, even if initiation rates are poor.

**Table 1:** Anticipated genes with mutations mapped by whole-genome sequencing.

systematic ID	protein	mutation
SPAC664.03	Paf1, Paf1 complex	G102S
SPAC664.03	Paf1, Paf1 complex	Q170Stop
SPBC651.09c	Prf1, Paf1 complex	E435K
SPBC651.09c	Prf1, Paf1 complex	A439T
SPAC22F3.09c	Res2	Q41Stop

To validate the mapped sequence alterations (S1 Table) as the causative mutations, and to test if they could also function independently of impaired Mst2 activity, we reconstituted the candidate point mutations in our original tester strain (*mst2*^*+*^) [18]. This revealed 20 novel silencing-enabling point mutations, which reliably recapitulated the *ade6*^+^ silencing phenotype (Fig 1C). Consistent with small-RNA-mediated epigenetic silencing responses, the *ade6*^+^ repression phenotypes were reversible and depended on a functional *dcr1*^+^ allele in all 20 strains (S1 and S2 Figs). Eight of these novel enabling mutations were found in genes associated with RNA processing, four in genes encoding regulators of transcription, and three in genes that have been implicated in post-translational modification of histones. Another five mutations were found either in genes of unknown function or in genes related to lipids (Table 2). In conclusion, our enhancer screen has identified 20 novel high confidence alleles that enable siRNAs to induce gene silencing *in trans*.

**Table 2:** Newly identified and validated enabling mutations.

systematic ID	protein	complex	mutation	biological process	*dcr1Δ*
SPAC227.08c	Yth1	CPF	R59C	polyadenylation signal recognition	√
SPAC29B12.06c	Rcd1	CCR4-NOT	L212I	poly(A) tail shortening	√
SPCC330.10	Pcm1	Capping complex	G218S	mRNA capping	√
SPCC10H11.01	Prp11	U2 prespliceosome	R677K	mRNA splicing	√
SPAC17A5.02c	Dbr1	spliceosome	Q277Stop	mRNA splicing, RNA lariat debranching	√
SPAC9.03c	Brr2	U5 snRNP	G2014S	mRNA splicing	√
SPAC2C4.07c	Dis32	. . .	D65N	3’-5’ RNA degradation	√
SPAC19A8.08	Upf2	. . .	S726I	nonsense-mediated mRNA decay	√
SPAC589.02c	Med13	Mediator	D1064N	regulation of transcription	√
SPAC22H10.11c	Crf1	. . .	D598N	regulation of transcription, TOR signaling	√
SPBC1773.16c	. . .	. . .	V392F	regulation of transcription, DNA binding	√
SPCC24B10.08c	Ada2	SAGA	P265L	regulation of transcription, stress response	√
SPAC343.11c	Msc1	Swr1 complex	W357Stop	H3K36 demethylation, histone exchange	√
SPAC637.12c	Mst1	NuA4	T397I	histone acetylation	√
SPCC4G3.07c	Phf1	Lsd1/2 complex	A179T	histone H3K9 demethylation	√
SPBC19C2.06c	Mug124	. . .	S98N	S. pombe specific protein, uncharacterized	√
SPBC1A4.04	. . .	. . .	T141I	S. pombe specific protein, uncharacterized	√
SPBPB21E7.10	. . .	. . .	Q2Stop	S. pombe specific protein, uncharacterized	√
SPAC9G1.08c	. . .	. . .	S53N	protein depalmitoylation	√
SPBC1289.04c	Pob1	. . .	A699T	lipid binding, regulation of exocytosis	√

### Arginine to cysteine substitution in the Yth1 cleavage/polyadenylation factor enables efficient initiation of heterochromatin-mediated gene silencing

Among all mutants tested, cells with an arginine to cysteine mutation at position 59 in the *yth1*^*+*^ gene (*yth1-R59C*) displayed the strongest silencing phenotype (Figs 1C, 2A and 2B). The Yth1 protein is a subunit of the cleavage and polyadenylation factor complex (CPF) and is responsible for the recognition of the AAUAAA polyadenylation signal in pre-mRNAs [29]. This is interesting because a previous study highlighted the importance of the PAS in preventing the formation of heterochromatin [27].

**Fig 2:**
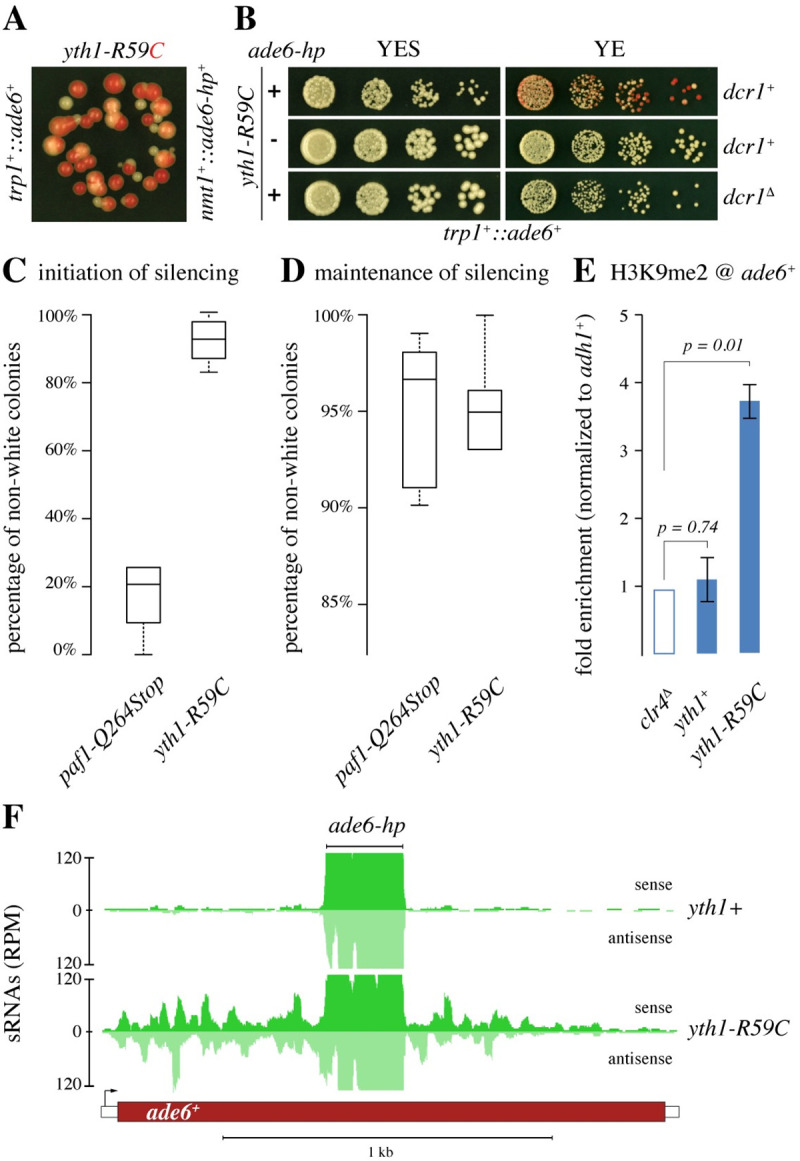
Arginine to cysteine substitution in Yth1 enables small-RNA-directed heterochromatin assembly. **(A and B)** Silencing assays showing the *ade6*^*+*^ silencing phenotype in *yth1-R59C* mutant cells. Silencing in individual colonies is typically variegating (A), which is lost in cells lacking either Dicer (*dcr1*^*Δ*^) or the ade6 RNA hairpin (*ade6-hp*) (B). **(C and D)** Comparison of initiation (C) and maintenance (D) of *ade6*^*+*^ silencing in *paf1-Q264Stop* and *yth1-R59C* cells (*trp1*^*+*^::*ade6*^*+*^, *nmt1*^*+*^::*ade6-hp*^*+*^). Multiple individual originator colonies (white or red in C or D, respectively) were spread to single cell density on YE plates to assess initiation/maintenance of the silencing phenotype: n = 6 for *paf1-Q264Stop* white originator (C, total counted number of colonies = 2547), n = 6 for *paf1-Q264Stop* red originator (D, total counted number of colonies = 3016), n = 12 for *yth1-R59C* white originator (C, total counted number of colonies = 4063), n = 9 for *yth1-R59C* red originator (D, total counted number of colonies = 9468). **(E)** ChIP analysis of H3K9me2 in the strains indicated (*trp1*^*+*^::*ade6*^*+*^, *nmt1*^*+*^::*ade6-hp*^*+*^). Fold enrichments were normalized to *adh1*^+^ and are shown relative to background levels measured in *clr4^Δ^* cells. Error bars indicate standard deviation, n = 3 independent biological replicates, p-values were calculated with a two-tailed Student’s t-test. The *ade6*^*+*^ primer pairs do not discriminate between endogenous *ade6-704* and *trp1*^*+*^::*ade6*^*+*^ genes. **(F)** Small RNA sequencing was performed with *yth1*^*+*^ and *yth1-R59C* cells to assess secondary *ade6*^*+*^ siRNA production. Read counts were normalized to library size. The part of *ade6*^*+*^ that is complementary to the primary siRNAs encoded by the *ade6-hp* is denoted.

Stability of a heterochromatin-mediated silencing phenotype depends on the rate at which heterochromatin is established, or on the robustness of the mechanisms that preserve the silent chromatin state through mitosis, or both. For example, in Paf1C mutant cells, silencing is established rather inefficiently, but it is very stably propagated through subsequent cell divisions [18, 20](Fig 2C and 2D). In *yth1-R59C* cells, we observed an initiation rate of silencing that was close to 100% (Fig 2C). Silencing was maintained stably but appeared more variegating than the silencing phenotype observed in Paf1C mutants (Fig 2A and 2D). Furthermore, we also observed silencing in *yth1-R59C* cells that express synthetic ura4-hp siRNAs instead of ade6-hp siRNAs, and a *trp1*^*+*^::*ura4*^*+*^ instead of a *trp1*^*+*^::*ade6*^*+*^ reporter (S3A Fig). Thus, we conclude that the *yth1-R59C* allele enables *trans*-acting siRNAs to effectively initiate the formation of heterochromatin at their target locus.

The silencing phenotypes described above, together with its temperature-sensitivity, strongly imply RNAi-mediated heterochromatin formation at the target locus. To formally demonstrate this, we assessed initiation of silencing of the *trp1*^*+*^::*ade6*^+^ reporter gene in *yth1-R59C* cells lacking either a functional *dcr1*^*+*^ gene or the primary siRNA producing *nmt1*^*+*^::*ade6-hp*^*+*^ locus. We observed silencing in neither of these strains (Fig 2B), demonstrating the necessity of siRNA biogenesis. To confirm the formation of a heterochromatic structure at the *trp1*^*+*^::*ade6*^+^ locus, we performed chromatin immunoprecipitation (ChIP) experiments using an antibody specifically recognizing di-methylated lysine 9 on the N-terminal tail of histone H3 (H3K9me2). As predicted, the H3K9me2 mark was significantly enriched in *yth1-R59C* cells. *yth1^+^* cells were not different from cells lacking Clr4, which is the sole H3K9 methyltransferase in *S*. *pombe* (Fig 2E). Finally, assembly of heterochromatin at the *trp1*^*+*^::*ade6*^+^ reporter gene was accompanied by the production of secondary *ade6*^+^ siRNAs that are not encoded in the ade6-hp (Fig 2F).

These results demonstrate that replacing arginine at position 59 of Yth1 with a cysteine does not critically affect expression of the *trp1*^*+*^::*ade6*^+^ reporter gene (Fig 2B). However, it enables highly efficient initiation of heterochromatin-mediated gene silencing upon expression of primary siRNAs that are complementary to the *ade6*^+^ pre-mRNA (S3B and S3C Fig).

### PAS recognition controls small-RNA-mediated epigenetic gene silencing

CPF is a large multisubunit protein complex possessing ATP-polynucleotide adenylyltransferase, phosphatase, and nuclease activities that are required for the cleavage and polyadenylation of pre-mRNA transcripts [29]. Yth1 is part of the poly(A)polymerase module of CPF and is essential for cellular viability [30]. Because 3’ end processing of pre-mRNAs has previously been implicated in the control of RNA silencing pathways in yeast, flies, and plants [18, 27, 31–35], the identification of *yth1-R59C* as a silencing-enabling allele is appealing. Because our EMS screen revealed only one enabling mutation residing in Yth1, we decided to perform a directed evolution experiment to select additional putative *yth1* alleles that would promote small-RNA-mediated epigenetic gene silencing.

We cloned the *yth1*^+^ gene in a *hph*^+^-marked plasmid (p-*yth1*^+^/*hph*^+^), which we subsequently propagated in the *E*. *coli* XL1-Red mutator strain to produce a randomly mutagenized plasmid library (p-yth1*/*hph*^+^)[36]. This library was then transformed into our *S*. *pombe* tester strain (*mst2*^*+*^) [18], in which we deleted the endogenous *yth1*^*+*^ gene, to screen for silencing-enabling Yth1 mutants. Because *yth1^Δ^* cells are not viable, this modified tester strain (*mst2*^*+*^) was rescued with a *ura4*^*+*^-marked *yth1*^*+*^ expression plasmid (p-*yth1*^*+*^/*ura4*^*+*^). Upon transformation with the mutant p-yth1*/*hph*^+^ library, loss of the p-*yth1*^+^/ura4^+^ rescue plasmid was forced by growth on medium containing 5-fluoroorotic acid, which is toxic to *ura4*^*+*^ expressing cells (Fig 3A). Thus, complete loss of function Yth1 mutants were counter-selected during this step of the experiment. To find small-RNA-mediated epigenetic gene silencing-enabling Yth1 mutants, we grew the p-yth1*/*hph*^+^ expressing tester strain (*mst2*^*+*^) on low adenine plates and isolated single colonies that displayed an *ade6*^*+*^ silencing phenotype (Fig 3B). Sanger sequencing of the recovered p-yth1*/*hph*^+^ plasmids revealed seven residues that were mutated: 2x R59C, 1xK55N, 2x E73K, 1x Y74H, 4x C91Y, 1x C91R, and 1x Y99H (Fig 3C). Because the R59C mutation was found again twice and C91 was mutated five times, this screen might have reached saturation.

**Fig 3:**
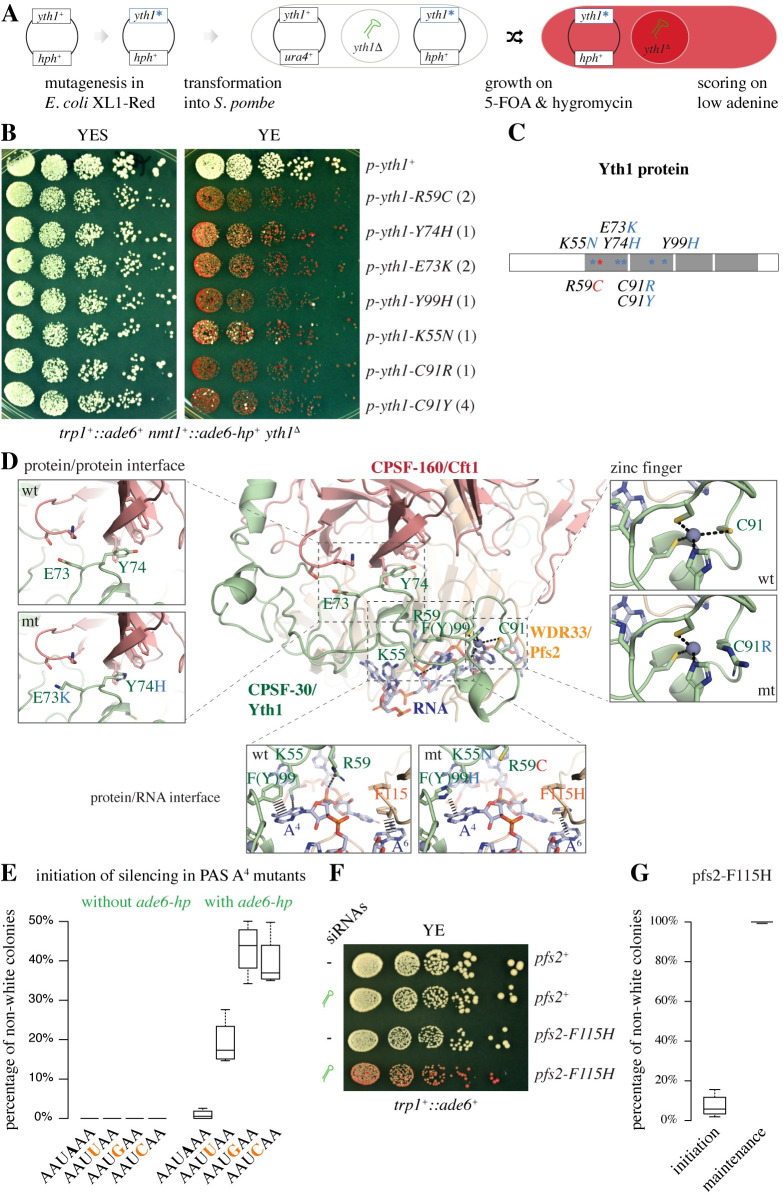
Weakening CPF/AAUAAA RNA interactions enables small-RNA-mediated epigenetic gene silencing. **(A)** Workflow of the *yth1*^*+*^ random mutagenesis screen. The mutant yth1^*^ plasmid library was transformed into the tester strain (*mst2*^+^) lacking the endogenous *yth1*^*+*^ gene. The *ade6-hp* construct (primary siRNA source) is indicated in green. **(B)** *yth1* mutants that display an *ade6*^*+*^ silencing phenotype on YE plates. The numbers in brackets denote how many times the respective mutation was recovered in the screen. **(C)** Domain organization of the Yth1 protein. Grey boxes indicate the CCCH zinc finger domains. Asterisks denote the recovered mutations. **(D)** Modelling of point-mutations using PyMOL. The structure of human CPSF-30 in complex with CPSF-160, WDR33 and PAS RNA (PDB ID 6DNH) was selected as homology model for the *S*. *pombe* complex. Insets show wild-type residues compared to the modelled point mutations. The numbering corresponds to *S*. *pombe* Yth1. Zinc ions are shown as spheres. Putative π-stacking interactions are indicated by dashes with varying broadness based on estimated interaction strength. **(E)** Initiation frequency of *ade6*^*+*^silencing in cells harboring mutations at the 4^th^ position in the PAS of the *ade6*^*+*^ reporter gene. At least eight individual white originator colonies per indicated genotype were spread to single cell density on YE plates. Total number of colonies counted: 1734 (AAUAAA without siRNAs), 1605 (AAUUAA without siRNAs), 1324 (AAUGAA without siRNAs), 1312 (AAUCAA without siRNAs), 1957 (AAUAAA with siRNAs), 1790 (AAUUAA with siRNAs), 2314 (AAUGAA with siRNAs), 2144 (AAUCAA without siRNAs). Primary siRNAs are encoded by the *ade6-hp* construct. **(F)** Silencing assay demonstrating siRNA-directed *ade6*^+^ silencing in *pfs2-F115H* cells specifically. The *ade6-hp* construct (primary siRNA source) is indicated in green. **(G)** Initiation and maintenance of *ade6*^+^ silencing in *pfs2-F115H* cells. Four individual originator colonies (white for initiation, red for maintenance) were spread to single cell density on YE plates. 361 and 665 colonies were counted to determine initiation and maintenance frequencies, respectively.

Because protein structures of *S*. *pombe* CPF have not yet been determined, we selected the structure of human CPSF-30 (homolog of *S*. *pombe* Yth1) in complex with CPSF-160 (homolog of *S*. *pombe* Cft1), WDR33 (homolog of *S*. *pombe* Pfs2), and PAS RNA as a homology model to infer the functional consequences of the enabling mutations that we have identified (PDB ID 6DNH) [37]. This revealed that mutations in E73 and Y74 are likely to disturb the Yth1-Cft1 interaction and the C91R mutation the Yth1-Pfs2 interaction, whereas the other mutations are predicted to weaken the interaction with the PAS in the pre-mRNA (Fig 3D). Interestingly, K55, R59, C91, and Y99 contribute to the binding of Yth1 to the adenosine at position 4 (A^4^) of the PAS, suggesting that an adenosine at position 4 is critical for the prevention of silencing. Indeed, mutating A^4^ in the *trp1*^*+*^::*ade6*^+^ reporter to either U, C, or G enabled siRNAs to initiate silencing (Figs 3E and S3B). Further supporting the importance of PAS recognition, we observed siRNA-dependent *trp1*^*+*^::*ade6*^+^ reporter silencing upon mutation of F115 in Pfs2 (Figs 3F and S3D), which stacks with A^6^ of the PAS (Fig 3D).

Interestingly, initiation frequency of the silencing response was lower in *pfs2-F115H* cells than observed with A^4^ PAS mutants (Fig 3E and 3G). Yet, once established the silent state was remarkably stably maintained (Fig 3G). We note that residue C91 is part of the second CCCH zinc finger motif in Yth1. Correct folding of this zinc finger is important for binding A^4^/A^5^ in the PAS as well as for the interaction of Yth1 with Pfs2 (Fig 3D). Thus, Yth1-C91 mutations are likely to stimulate both initiation and maintenance of silencing, providing a potential explanation why we have mapped C91 five times in this screen.

### Deletion of non-essential subunits of the phosphatase module of the cleavage and polyadenylation factor complex enables small-RNA-mediated epigenetic gene silencing

The foregoing results implicate the fission yeast CPF in the control of small-RNA-mediated epigenetic gene silencing. Because we have mapped enabling mutations in the poly(A) polymerase-module of CPF only, we asked whether mutations in the other modules would similarly enable silencing. Unfortunately, the genes encoding subunits of the nuclease module are essential for viability [30], preventing us from testing those. However, we were able to delete the *dis2*^*+*^, *ppn1*^*+*^, *swd22*^*+*^, and *ssu72*^*+*^ genes, which encode subunits of the phosphatase module (Fig 4A). Like the poly(A) polymerase module mutants, the four phosphatase module knock-out strains enabled small-RNA-mediated gene silencing (Figs 4B and 4C and S4A–S4C). Interestingly, Swd22 and Ssu72 have recently been shown to be required for RNAi-independent assembly of facultative heterochromatin [32]. Thus, the phosphatase module of CPF may have opposing roles depending on the pathway that leads to H3K9 methylation.

**Fig 4:**
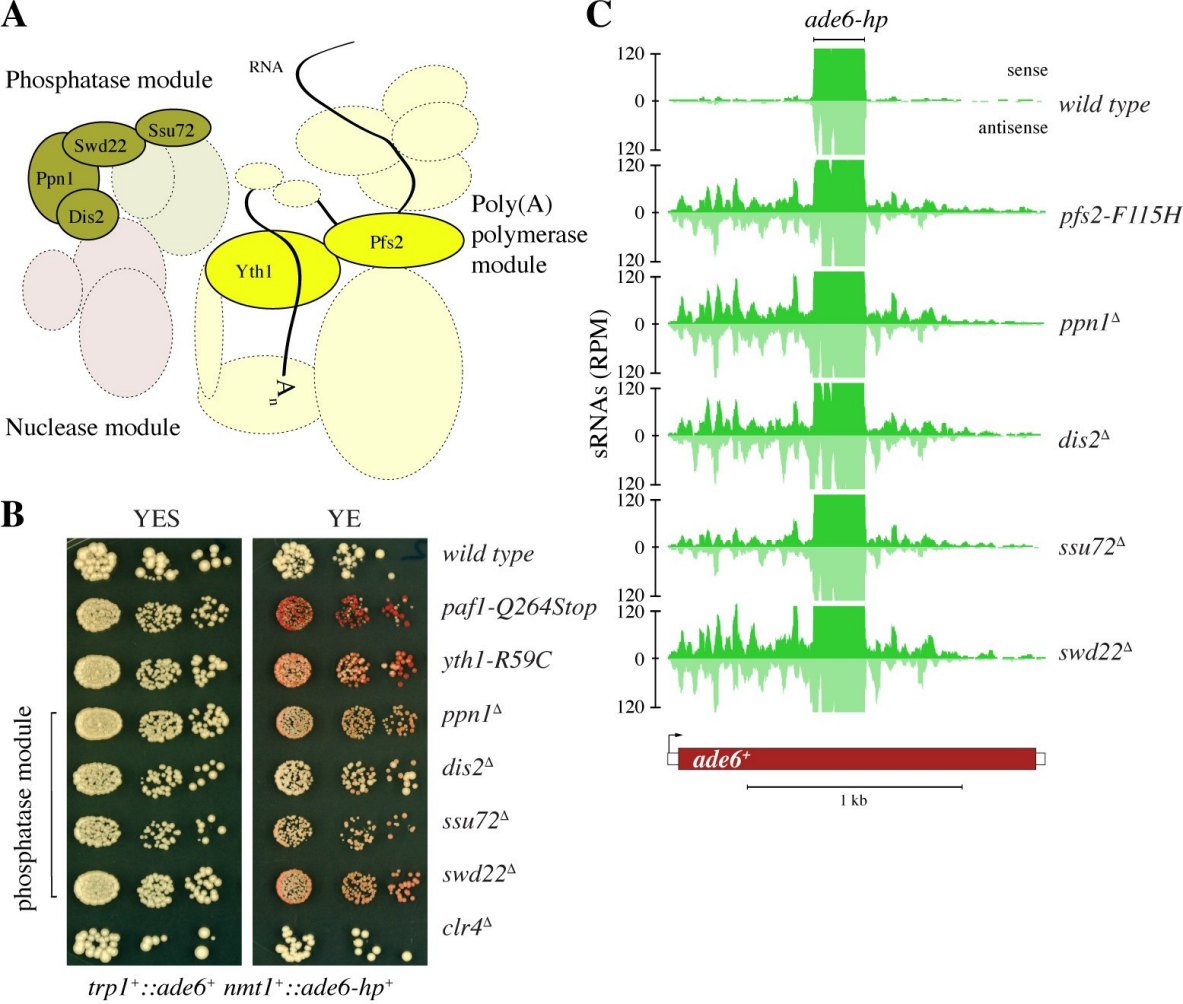
Mutations in the phosphatase module of CPF enable small-RNA-mediated epigenetic gene silencing. **(A)** Phosphatase, nuclease, and poly(A) polymerase modules of CPF, adapted from a model of budding yeast CPF [29]. Subunits found in this study to enable siRNA-mediated gene silencing when mutated are indicated by filled circles and their protein names. **(B)** Silencing assay showing the degree of *ade6*^+^ silencing in cells with an impaired phosphatase module of CPF. Ssu72 and Dis2 are active phosphatases. See also S4 Fig. **(C)** Small RNA sequencing was performed with the strains indicated to assess secondary *ade6*^*+*^ siRNA production. Read counts were normalized to library size. The part of *ade6*^*+*^ that is complementary to the primary siRNAs encoded by the *ade6-hp* is denoted.

A remarkable feature of CPF mutants that we have investigated in this study is that they by and large phenocopy wild-type cells, i.e. neither growth nor global gene expression is largely affected (S5 Fig). 

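Steady-state RNA was measured by RNA-seq of total RNA in wild-type cells and 9 mutant strains, with 3 replicate libraries per strain, 30 libraries in all. Cells carried the *trp1*+::*ade6*+ reporter without primary *ade6-hp* siRNAs and were grown at 30°C. *yth1-R59C* and *pfs2-F115H* affect the poly(A) polymerase module of CPF, and *ssu72Δ*, *dis2Δ*, *ppn1Δ* and *swd22Δ* the phosphatase module. The 3 PAS mutants carry AAUUAA, AAUGAA or AAUCAA in place of the AAUAAA signal of the reporter. The authors aligned single-end reads of 50 nucleotides with STAR and counted uniquely mapping reads per gene on the transcribed strand with featureCounts, leaving out reads that overlapped more than 1 gene. Values are in CPM, the reads on a gene scaled to the total of reads counted in that library, for 6996 annotated features. In all 30 libraries 100% of the values were whole multiples of the value of 1 read, so the number of reads behind each value was recovered. Between 1031965 and 6344396 reads were counted per library, with a median of 1918663. The 3 wild-type libraries held 3713098, 3986943 and 6344396 reads. In the poly(A) polymerase module mutants the range was 1893255 to 5652924 reads for *yth1-R59C* (median 1944072) and 1306040 to 3777437 for *pfs2-F115H* (median 1858904). In the phosphatase module mutants it was 2053628 to 5704880 for *ssu72Δ* (median 4313164), 1335916 to 2123320 for *dis2Δ* (median 1556837), 2005246 to 6206423 for the libraries labelled *ppn1Δ* (median 3741936) and 1031965 to 1727951 for *swd22Δ* (median 1571270). In the PAS mutants it was 1418489 to 1552582 for AAUUAA (median 1503257), 1691610 to 4171346 for AAUGAA (median 2158645) and 1036767 to 1885435 for AAUCAA (median 1800103). A level of 3 reads, taken as the smallest that the depth can show, was 0.473 CPM in the deepest library and 2.91 CPM in the shallowest, which covers counting error only. Each mutant was compared with wild type on log2(CPM + 1) by limma, in 1 fit over the 10 strains, for the 5911 genes with a mean of at least 1 CPM over the 30 libraries. A gene was called changed at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 2-fold. Adding 1 CPM makes the fold changes of genes with few reads smaller than the ratios of their CPM.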

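In the libraries labelled *ppn1Δ*, reads were counted on *ppn1* (SPCC74.02c) at 79.9 ± 5.36 CPM (SD, n = 3), against 73.2 ± 9.07 CPM (SD, n = 3) in wild type, so the direction of any change in these libraries is given for the label alone. In *ssu72Δ*, *dis2Δ* and *swd22Δ*, 0 reads were counted on the deleted gene in each of the 3 libraries, while in each of the other 27 libraries *ssu72* had at least 7.49 CPM, *dis2* at least 187 CPM and *swd22* at least 32.9 CPM. In *pfs2-F115H* the mutated gene *pfs2* was itself lower, at 23.3 ± 3.15 CPM against 42.5 ± 4.66 (SD, n = 3, log2 fold change −0.84, limma adjusted p = 2.18e-05), where the other 27 libraries had at least 34.9 CPM. Of the 5911 genes tested, limma called 205 genes changed in *ssu72Δ* (175 higher and 30 lower, 3.47%), 185 in *pfs2-F115H* (155 higher and 30 lower, 3.13%) and 171 in *swd22Δ* (69 higher and 102 lower, 2.89%). It called 119 in *dis2Δ* (77 higher and 42 lower, 2.01%), 48 in *yth1-R59C* (40 higher and 8 lower, 0.812%) and 42 in the libraries labelled *ppn1Δ* (38 higher and 4 lower, 0.711%). In the PAS mutants 31 genes were called in AAUCAA (4 higher and 27 lower), 17 in AAUUAA (4 higher and 13 lower) and 10 in AAUGAA (1 higher and 9 lower). The quasi-likelihood test of edgeR on the recovered reads called 299 genes in *ssu72Δ*, 217 in *pfs2-F115H*, 181 in *swd22Δ*, 140 in *dis2Δ*, 77 in *yth1-R59C* and 57 in the libraries labelled *ppn1Δ*, and DESeq2 called 250, 184, 157, 114, 59 and 47 in the same order. In AAUCAA, AAUUAA and AAUGAA edgeR called 32, 25 and 18 genes and DESeq2 called 24, 19 and 11. The choice that moved these counts most was the minimum change: with no minimum, between 144 genes (libraries labelled *ppn1Δ*) and 1184 genes (*swd22Δ*) passed the adjusted p. The split into higher and lower genes depends on the setting too. With no minimum change it was near even in *ssu72Δ* (489 higher, 502 lower) and AAUCAA (257 higher, 268 lower). In *swd22Δ* it was near even by edgeR (90 higher, 91 lower), by DESeq2 (81 higher, 76 lower) and after quantile normalization (83 higher, 82 lower). Quantile normalization turned the split around in *dis2Δ* (49 higher, 54 lower) and made it near even in AAUUAA (6 higher, 7 lower). For *dis2Δ*, median-of-ratios scaling gave 55 higher and 48 lower, while edgeR (90 higher, 50 lower) and DESeq2 (72 higher, 42 lower) kept more genes higher. In each CPF mutant the gene with the largest rise and the one with the largest fall are given here among those called, without the deleted genes, when all 3 mutant libraries lay on the same side of all 3 wild-type libraries. In *yth1-R59C*, *gdt1* (SPAC186.05c) had 84.7 ± 6.98 CPM (SD, n = 3) with at most 3 reads per wild-type library (limma, adjusted p = 6.22e-07), and *pfl9* fell from 28.3 ± 7.26 to 2.40 ± 0.816 CPM (adjusted p = 2.45e-06). *gdt1* also had the largest rise in *pfs2-F115H*, to 89.2 ± 4.90 CPM (SD, n = 3, limma adjusted p = 1.85e-07), and its replicates in AAUGAA ranged from 0 to 48.2 CPM. In the PAS mutant AAUCAA *gdt1* had 81.5 ± 1.48 CPM (SD, n = 3). *pfl9* had 1.67 ± 0.431 CPM in *pfs2-F115H* (SD, n = 3, limma adjusted p = 1.28e-07). Both *gdt1* and *pfl9* were also called in all 3 PAS mutants, so their changes are not particular to the CPF mutants. In *ssu72Δ*, SPCC737.04 rose from 3.89 ± 0.470 to 53.1 ± 8.05 CPM (SD, n = 3, limma adjusted p = 3.74e-10), and *pfl9* fell to 2.72 ± 2.67 CPM (adjusted p = 4.66e-07). In *dis2Δ*, SPBPB2B2.06c rose from 2.47 ± 0.898 to 126 ± 32.3 CPM (SD, n = 3, limma adjusted p = 7.89e-11), while *cao1*, which lies beside 4 other features with lower levels in these libraries, had 148 ± 13.0 CPM in wild type and 0 reads in *dis2Δ*. In *swd22Δ*, *nup211-antisense-1* rose from 4.47 ± 0.179 to 35.4 ± 2.58 CPM (SD, n = 3, limma adjusted p = 1.28e-07), and *eno102* fell from 23.3 ± 3.32 to 1.64 ± 1.59 CPM (adjusted p = 1.17e-07). In the libraries labelled *ppn1Δ*, SPCPB1C11.02 had 21.7 ± 4.11 CPM against 7.45 ± 1.47 CPM in wild type (SD, n = 3, limma adjusted p = 0.000701), and SPBC1271.07c had 20.9 ± 3.85 against 46.9 ± 8.97 CPM (adjusted p = 2.03e-05). From its pairwise comparisons with wild type (S5 Fig), the paper states that gene expression is largely unaffected as a whole in the CPF mutants. Growth was not analysed here.

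**Figure D1:**
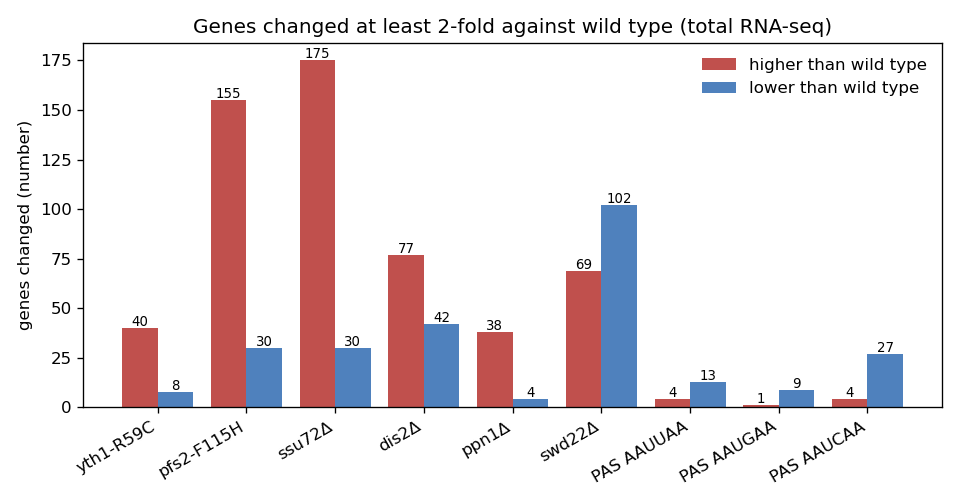
Bars give the number of genes called changed at least 2-fold in each mutant against wild type, higher and lower apart (y axis, number of genes; x axis, strain; 3 libraries per strain; limma). *ssu72Δ* has the tallest bar, 175 genes higher, and *swd22Δ* has the most genes lower, 102 (ppn1Δ stands for the libraries so labelled).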

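*ade6* (SPCC1322.13) has 1 value per library in the table, which combines reads from the reporter and from the endogenous mutant *ade6* allele. In wild type *ade6* had 404 ± 25.0 CPM (SD, n = 3). In the poly(A) polymerase module mutants it had 380 ± 7.83 CPM in *yth1-R59C* (SD, n = 3, log2 fold change −0.09, standard error 0.07, limma adjusted p = 0.559) and 399 ± 22.2 CPM in *pfs2-F115H* (log2 fold change −0.02, adjusted p = 0.895). In the phosphatase module mutants the level was 416 ± 34.8 CPM in *ssu72Δ* (log2 fold change 0.04, limma adjusted p = 0.787), 433 ± 25.9 in *dis2Δ* (0.10, adjusted p = 0.380) and 371 ± 25.5 in the libraries labelled *ppn1Δ* (−0.12, adjusted p = 0.624). The 3 *swd22Δ* libraries lay between 415 and 447 CPM (log2 fold change 0.08, limma adjusted p = 0.478). In AAUUAA, *ade6* was lower at 311 ± 5.84 CPM (SD, n = 3, log2 fold change −0.38, standard error 0.07, limma adjusted p = 0.000662). All 3 AAUUAA libraries lay below all 3 wild-type libraries (exact permutation test, two-sided, p = 0.1, the smallest that 3 libraries against 3 allow). AAUCAA had 345 ± 30.1 CPM (log2 fold change −0.23, limma adjusted p = 0.0379), and over the 19 alternatives tried the adjusted p ranged from 0.0149 to 0.173, so that the call depends on the setting. AAUGAA had 361 ± 15.7 CPM (log2 fold change −0.16, limma adjusted p = 0.233). For *act1* (SPBC32H8.12c), wild type had 3548 ± 80.0 CPM (SD, n = 3), and its log2 fold change in the mutants lay between −0.10 (*dis2Δ*) and 0.27 (*swd22Δ*, limma adjusted p = 0.0111). All windows of 50 bases in both genes (100%) occur once in the reference genome (ASM294v3). On chromosome III of that genome, an AATAAA downstream of *ade6* lies at 1318108 to 1318113, within the sequence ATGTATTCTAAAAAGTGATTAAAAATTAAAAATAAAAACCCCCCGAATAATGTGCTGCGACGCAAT. It falls inside the amplicon of primer pair C of Fig 5C, matched at 1317991 to 1318140. Another AATAAA follows at 1318253 to 1318258. The *ade6* primers of S5A Fig matched at 1316773 to 1316883.

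**Figure D2:**
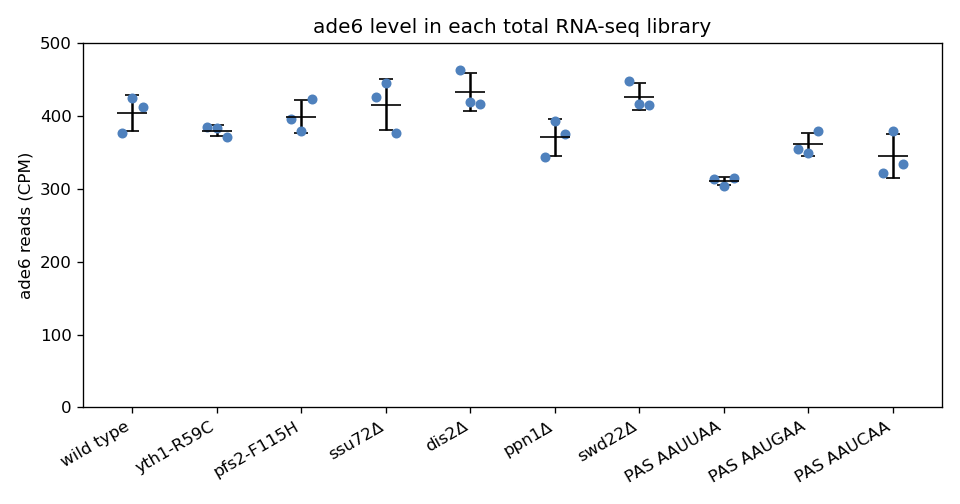
Points give the *ade6* level of each library in CPM (y axis, from 0) for wild type and the 9 mutants (x axis), horizontal bars the mean and error bars the SD of 3 replicates. The 3 AAUUAA libraries lie between 304 and 315 CPM, below all wild-type libraries (ppn1Δ stands for the libraries so labelled).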

For example, we did not observe any major differences in steady-state *ade6*^+^ mRNA levels in CPF or PAS mutant cells in the absence of *ade6* siRNAs (Figs 5A and 5B and S5A). Also, polyadenylation of *ade6*^+^ mRNA in wild-type and mutant cells was indistinguishable in our assay (Fig 5B). However, we observed compromised cleavage of the *ade6*^+^ pre-mRNA, which was prominent in many of the mutants investigated (Fig 5A upper panel and 5C). This strongly implies reduced kinetics of the 3’ end processing reaction.

**Fig 5:**
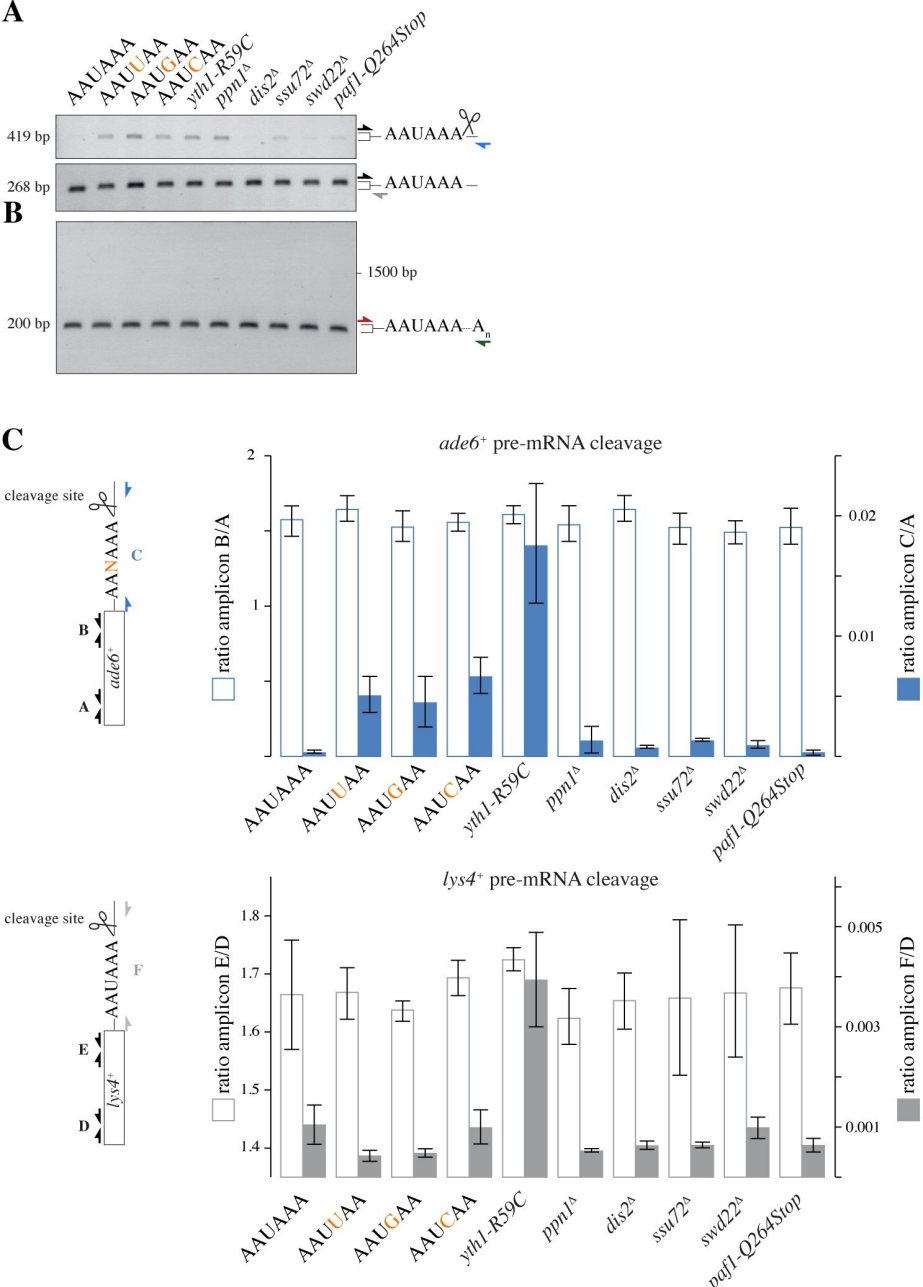
Silencing enabling mutations in the PAS of a siRNA target pre-mRNA or the poly(A) polymerase module, but not the phosphatase module of CPF, affect pre-mRNA cleavage. **(A)** Qualitative RT-PCR with primer pairs amplifying amplicons before (lower panel) and across (upper panel) the PAS and major cleavage site of the *ade6*^*+*^ pre-mRNA. See S4 Table for primer sequences. **(B)** RT-PCR amplifying polyadenylated *ade6*^*+*^ mRNA using an anchored oligodT primer (green arrow). **(C)** Quantitative RT-PCR with primer pairs binding to the ORF (amplicons A and B) or up- and downstream of the cleavage site (amplicon C) of the *ade6*^+^ pre-mRNA (upper panel), or primer pairs binding to the ORF (amplicons D and E) or up- and downstream of the cleavage site (amplicon F) of the *lys4*^+^ pre-mRNA (lower panel). Positions of the primer pairs are shown in the schematics on the left (not drawn to scale). Note that the PAS mutations indicated in the lower panel refer to the *ade6*^+^ PAS. The *lys4*^+^ PAS was not mutated in these samples. Error bars indicate standard deviation, n = 3 or 4 independent biological replicates for *lys4*^+^ or *ade6*^+^, respectively. (A—C) cDNA was prepared from RNA that was isolated from cells with the indicated genotype. These cells did not express *ade6*^+^ siRNAs.

In conclusion, our results are consistent with previous works that have implicated pre-mRNA processing factors in small-RNA-mediated silencing responses [15, 18, 31]. Our detailed analyses of *S*. *pombe* CPF mutants reinforce the importance of an efficient 3’ end processing reaction to avoid an unwanted gene silencing response.

## Discussion

In this study we have identified novel mutant alleles that make *S*. *pombe* susceptible for RNAi-mediated *de novo* assembly of silent chromatin. Though we have focussed on a functional dissection of mutations in the pre-mRNA cleavage and polyadenylation machinery in this study (Fig 4A), it will be equally exciting to dissect the role of the other RNA processing factors that our screen has revealed. Likewise, further investigating the many alleles linked to chromatin biology or transcription regulation promises to further improve our understanding of the intricate mechanisms that keep RNA-mediated epigenetic processes in check (Table 2).

Our work on CPF presented here is consistent with our previously proposed kinetic model for the inhibition of *de novo* formation of heterochromatin that is mediated by *trans*-acting primary siRNAs. In this model, the rate at which the nascent transcript is released from the DNA template is predicted to constitute a rate limiting step for the initiation of heterochromatin assembly and eventually gene silencing [18]. We find it striking that *ade6*^*+*^ pre-mRNA cleavage in *yth1-R59C* cells is similarly affected as in cells harbouring *ade6*^*+*^ genes with A^4^ mutated PASs (Fig 4B and 4C). As predicted by the kinetic model, mutations that we have mapped in CPF are thus likely to result in decelerated cleavage and release of the nascent transcript from the site of transcription, opening up a window of opportunity for the siRNA-guided RITS complex to base-pair with pre-mRNA and recruit the histone methylation machinery. Such a model nicely explains why the initiation rates that we have observed in *yth1-R59C* cells are so remarkably high (Fig 2C).

Although we could not investigate factors of the CPF nuclease module, we deleted four genes that are encoding subunits of the phosphatase module. While to seemingly various degrees, all four mutants enabled silencing. This is intriguing because Ssu72 and Dis2 are active phosphatases, letting us to speculate that inhibition of RNAi-mediated heterochromatin formation could be regulated by kinase signalling pathways. This is of particular interest in light of a recent report that described the isolation of heterochromatin-dependent epimutants that are resistant to caffeine, which is abolished in RNAi mutants [38]. A similar phenomenon had been described earlier in *Mucor circinelloides*, which can cause deadly fungal infections in humans. Similar to *S*. *pombe* responding to low doses of caffeine, *M*. *circinelloides* can become resistant against antifungal drugs through RNAi-mediated epigenetic gene silencing [39, 40]. It is tempting to speculate that sensing of toxic substances in the environment could be signalled to the RNAi-inhibiting modules that we have identified in our works. Potential modulation of such signalling by the CPF phosphatases is an attractive hypothesis that will be worthwhile further investigation.

Although regulation of RNAi-mediated epigenetic gene silencing through direct environmental sensing is appealing, we do not exclude the possibility that RNAi-mediated *de novo* formation of heterochromatin on protein-coding genes strictly depends on the acquisition of an enabling mutation. In this model, an epigenetic gene silencing response would always be preceded by a genetic change. This is supported by the many different enabling genetic mutations that we and others have identified so far [15, 18, 20], and by our unsuccessful efforts to trigger small-RNA-mediated gene silencing under various environmental conditions in wild-type cells. Thus, we urge the community to consider the possibility that acquisition of a genetic mutation had preceded the establishment of the observed siRNA-triggered epigenetic silencing phenotype, especially when “on” and “off” expression states segregate with a 2:2 Mendelian ratio in seemingly wild-type cells [15]. As we have already discussed elsewhere, prior acquisition of RNAi-enabling genetic mutations could also explain why virulent isolates of *M*. *circinelloides* have an enhanced ability to develop drug resistance through epimutations [25].

The latter model would be fully consistent with the concept of biological bet-hedging, as enabling stochastic RNAi-mediated epigenetic silencing might help the microbe to adapt to an ever-changing environment [25]. Therefore, it could be advantageous for a yeast to hedge its bets by acquiring an enabling mutation in case its environment keeps changing. Because this comes along with decreased fitness in stable conditions, such mutations would be expected to disappear in a laboratory strain. This may explain why *S*. *pombe* cells that we are growing in our labs are refractory to RNAi-mediated gene silencing.

## Materials and methods

### Yeast strains

*S*. *pombe* strains were generated following a PCR-based protocol [41] or by standard mating and sporulation. For a list of strains generated in this study see S2 Table.

As a general procedure to validate the newly identified enabling alleles, the mapped mutations were introduced in the *mst2*^+^ tester strain by transformation of the mutated ORF, which was marked with *URA3* from *Candida albicans*. After successful integration, *URA3* was removed by FOA counter selection. To mutate *dis32*^+^, the ORF was deleted with *URA3*, which was subsequently replaced by transformation of the mutated *dis32*^+^ ORF and FOA counter selection. The *SPBPB21E7*.*10-Q2Stop* early ORF truncation was generated by the insertion of an hphMX cassette.

### Plasmids

Plasmids were cloned by standard molecular biology techniques. For a list of plasmids generated in this study see S3 Table. The plasmid expressing *yth1*^*+*^ and *ura4*^*+*^ (pMB1869) was constructed by cloning *yth1*^*+*^, including 978bp upstream and 530bp downstream sequence, into KpnI/PstI digested pFY20, which was a kind gift from Mari K. Davidson. To generate the *hph*^*+*^ marked plasmids, the *ura4*^*+*^ marker of pFY20 was first replaced with *hph*^*+*^ (pMB1867).

### EMS mutagenesis, hit selection, and backcrossing

SPB2970 cells (*h- leu1-32 ura4-D18 ade6-M210 trp1*^*+*^::*ade6*^*+*^ *nmt1*^*+*^::*ade6-hp*^*+*^::*natMX mst2Δ*::*kanMX)* were mutagenized as described previously [18]. Clones that grew on medium lacking adenine and lost the red color phenotype at 37°C were backcrossed four times with the parental strains SPB2970 or SPB2971, depending on the mating type (h- or h+, respectively).

### Whole-genome sequencing

Genomic DNA was isolated from overnight cultures using the MasterPure yeast DNA isolation kit (Epicentre). Genomic DNA libraries for next-generation-sequencing were prepared from 50ng of sonicated DNA, using the NEBnext Ultra kit (NEB) following the manufacturer’s protocol. Libraries were sequenced 50bp single-end on the Illumina HiSeq2500 platform. Basecalling and quality scoring was performed using RTA v1.18.64, and demultiplexing using bcl2fastq2 v2.17 (Illumina). For SNP calling we adapted a previously described pipeline [18]: For each strain, between 6.4 and 17.6 million (mean of 11.5 million) 50-nucleotide reads were generated and aligned to the Schizosaccharomyces pombe 972h- genome assembly (obtained on 17 September 2008 from http://www.broad.mit.edu/annotation/genome/schizosaccharomyces_group/MultiDownloads.html) using ‘bwa’ (version 0.7.15) with default parameters, but only retaining single-hit alignments (‘bwa samse -n 1’ and selecting alignments with ‘X0:i:1’), resulting in a genome coverage between 26 and 71-fold (mean of 47-fold). The alignments were converted to BAM format, sorted and indexed using ‘samtools’ (version 1.3.1). Potential PCR duplicates were removed using ‘MarkDuplicates’ from ‘Picard’ (http://picard.sourceforge.net/, version 2.7.1). Sequence variants were identified using GATK (version 3.6) indel realignment and base quality score recalibration. A set of high confidence variants was identified in an initial step as known variants, followed by single nucleotide polymorphism (SNP) and INDEL discovery and genotyping for each individual strain using standard hard filtering parameters, resulting in a total of 14–103 sequence variants (mean of 68) in each strain compared to the reference genome. Finally, variants were filtered to retain only high quality single nucleotide variants (QUAL > = 50) of EMS type (G|C to A|T) with an allelic balance > = 0.9 (homozygous) that were not also identified in the parental strain (sms0), reducing the number of variants per strain to a number between 1 and 8 (mean of 3.6).

### Random mutagenesis of *yth1*^*+*^

To generate a mutant *yth1* plasmid library (p-yth1^*^/hph^*+*^), p-*yth1*^*+*^*/hph*^*+*^ (pMB1870) was transformed into *E*. *coli* XL1-Red competent cells (Agilent). More than 200 transformed colonies were picked randomly, pooled and grown over night at 37°C before plasmids were isolated with the PureYield Plasmid Midiprep System (Promega).

### Selection of silencing-enabling *yth1* mutants

To rescue growth of *yth1Δ S*. *pombe* cells, they were first transformed with an *yth1*^*+*^ expressing plasmid (pMB1869) before the endogenous *yth1*^*+*^ gene was deleted with a kanMX cassette, resulting in the strain SPB3646. SPB3646 was transformed with the mutant p-yth1^*^/hph^*+*^ library and grown on YES plates for 2 days at 30°C. Cells were then replica plated on YE plates supplemented with 0.226g/l leucine, 0.226g/l lysine, 0.226g/l histidine, 0.226g/l uracil, 2g/l FOA and 100mg/l Hygromycin B (YE4S+FOA+Hygromycin B). Plasmids were recovered from yeast colonies with a silencing phenotype and subsequently sequenced by Sanger-sequencing. To confirm the silencing phenotype, the isolated plasmids were transformed in SPB3646, followed by growth on YE4S+FOA+Hygromycin B plates to force loss of the *yth1*^*+*^ rescue plasmid and to score for colony color.

### Silencing assays

To assess *ade6*^*+*^ expression, serial five-fold dilutions of the respective strains were plated on yeast extract (YE) plates and incubated at 30°C for 3–4 days. Plates were stored at 4°C overnight before pictures were taken.

To quantify initiation and maintenance rates of silencing, either single-cell-derived white (for initiation) or red (for maintenance) colonies were selected from a YE-NAT plate. A single colony was resuspended in H_2_O and 50–500 cells were seeded on YE plates, which were incubated at 30°C for 4 days. Colonies were categorized and counted, after an additional overnight incubation at 4°C, using a deep learning pipeline for high-throughput colony segmentation and classification [28].

### Chromatin immunoprecipitation (ChIP)

ChIP experiments were performed as described previously [18] with a histone H3K9me2-specific mouse monoclonal antibody from Wako (clone no. MABI0307).

### RNA isolation and cDNA synthesis

Total RNA was isolated using the MasterPure Yeast RNA Purification Kit (Epicentre). cDNA was synthesized using the PrimeScript RT Master Mix (Takara).

### Small and total RNA sequencing and analysis

Small RNA libraries were prepared with the QIAseq miRNA Library Kit (QIAGEN, Cat. No: 331505) according to the manufacturer’s instructions and sequenced with an Illumina NextSeq500 (75bp single-end). 3’ adapter sequences were trimmed using cutadapt [42](version 1.18) (cutadapt -a ‘adapter’—discard-untrimmed -m 18) and untrimmed or <18nt long reads were discarded. The remaining reads were aligned to the *S*. *pombe* genome (ASM294 version 2.24) using bowtie [43] (version 1.2.2) (bowtie -f -M 10000 -v 0 -S—best—strata). Displayed are UCSC genome browser [44] tracks of uniquely mapped reads that are normalized to one million reads (RPMs).

Total RNA libraries were prepared with TruSeq Stranded Total RNA kit (Illumina, Cat. No: 20020599) according to the manufacturer’s instructions and sequenced with an Illumina HiSeq2500 (50bp single-end). RNA-seq reads were aligned to the *S*. *pombe* genome (ASM294 version 2.24) using STAR [45] (version 2.7.3a) (STAR—runMode alignReads—outFilterType BySJout—outFilterMultimapNmax 100—outFilterMismatchNoverLmax 0.05—outSAMmultNmax 1—outMultimapperOrder Random—outSAMtype BAM SortedByCoordinate—outSAMattributes NH HI NM MD AS nM—outSAMunmapped Within). The reads per gene were counted with featureCounts [46] of uniquely mapping reads only (useMetaFeatures = TRUE, allowMultiOverlap = FALSE, minOverlap = 5, countMultiMappingReads = FALSE, fraction = FALSE, minMQS = 255, strandSpecific = 2, nthreads = 20, verbose = FALSE, isPairedEnd = FALSE). An external feature annotation file for *S*. *pombe* was used based on a GFF3 file from PomBase [30] that was converted to a GTF file with rtracklayer [47]. Fragments per kilobase million (FPKMs) were calculated and averaged over three replicates. Each scatterplot depicts log2-transformed FPKM values of the wild-type against one of the mutants.

Small RNA and total RNA sequencing data have been deposited at the NCBI Gene Expression Omnibus (GEO) database and are accessible through GEO series number GSE173837.

### Quantitative real-time PCR

Real-time PCR on cDNA samples and chromatin immunoprecipitation (ChIP) DNA was performed as described using a Bio-Rad CFX96 real-time system using SsoAdvanced SYBR Green supermix (Bio-Rad) [48]. For primer sequences see S4 Table.

### Qualitative RT–PCR

PCR on cDNA was performed using the fast-cycling PCR kit (Qiagen). PCR products were analyzed by agarose gel electrophoresis. Primer sequences are listed in S4 Table.

### 3’ RACE

3’ RACE to assess PolyA tail length was performed as described elsewhere [49]. Briefly, first strand cDNA was synthesized from total RNA with an anchored oligo-d(T)_17_VN primer using ProtScript reverse transcriptase (NEB). A first round of amplification was performed with primers mb7234 and mb13037. A second round of amplification was performed with primers mb135 and mb13038.

### Structure modelling

The structure of human CPSF-30 in complex with CPSF-160, WDR33 and PAS RNA (PDB ID 6DNH) was selected as homology model for the *S*. *pombe* complex based on an HHpred search [50]. Positions of *S*. *pombe* Yth1 point mutations, which are located in zinc finger domains 1 and 2, were mapped to HsCPSF-30 by aligning both sequences using Clustal Omega [51]. Except for *S*. *pombe* Yth1 phenylalanine 99 being tyrosine in human CPSF-30, respective residues were identical. *S*. *pombe* Cft1 and Psf2 domains (aa 1117–1349 and aa 6–404) interacting with Yth1 zinc fingers 1 and 2 (aa 48–104) share 32% (55%), 45% (64%), and 69% (88%) identities (positives) with the human homologs, respectively, based on local sequence alignments using BLAST (aligned sequence ranges: aa 1117–1349 (SpCft1), aa 6–404 (SpPsf2), aa 51–104 (SpYth1) [52]).

This suggested adequate structural conservation that allowed the analysis of mutations in *S*. *pombe* in the context of the human complex. A model for these point mutations was generated by mutating mapped residues in HsCPSF-30 (6DNH) using PyMOL (The PyMOL Molecular Graphics System, Version 2.0 Schrödinger, LLC).

## Supporting information

S1 Fig *ade6^+^* silencing in the newly identified point-mutants depends on a functional RNAi pathway. Serial dilution assays showing the *ade6*^*+*^ silencing phenotypes (red color when grown on YE plates) in the respective mutant cells. Silencing is not observed in the absence of Dicer (*dcr1*^*Δ*^). Cells are *mst2*^*+*^ but harbor mutations in individual genes as indicated.
(TIF) Click here for additional data file.

S2 Fig Most of the newly identified point-mutants with a low silencing initiation rate have a higher maintenance of silencing rate. Comparison of initiation (A) and maintenance (B) of *ade6*^*+*^ silencing in the mutant cells as indicated (*trp1*^*+*^::*ade6*^*+*^, *nmt1*^*+*^::*ade6-hp*^*+*^). Multiple individual originator colonies (white or red in A or B, respectively) were spread to single cell density on YE plates to assess initiation/maintenance of the silencing phenotype. Number of originator colonies and total counted number of colonies (in brackets) are indicated on top of the graphs.
(TIF) Click here for additional data file.

S3 Fig Expression of siRNAs in cells with weakened CPF/AAUAAA RNA interactions triggers RNAi-mediated heterochromatin silencing of protein coding genes *in trans*. **(A)** RNAi-directed silencing in *yth1-R59C* cells is not unique to the *trp1*^*+*^::*ade6*^*+*^ silencing reporter. The *yth1-R59C* mutation was introduced into cells that express synthetic ura4-hp siRNAs instead of ade6-hp siRNAs, and a *trp1*^*+*^::*ura4*^*+*^ instead of a *trp1*^*+*^::*ade6*^*+*^ reporter. *ura4DS/E* denotes a partial deletion of the endogenous *ura4*^*+*^ gene. Silencing of the *ura4*^*+*^ reporter was assessed by growth in the presence or absence of 5-FOA (which is toxic to *ura4*^+^ expressing cells). Note that 5-FOA resistant colonies did only form in the presence of ura4-hp siRNAs and simultaneous mutation of *yth1*^+^. **(B)** Silencing assays showing the degree of *ade6*^+^ silencing in cells harboring mutations in *yth1*^+^ (*yth1-R59C*) or at the 4^th^ position in the PAS of the *ade6*^*+*^ reporter gene. See Fig 3E for a quantification of the initiation of silencing rates in the PAS mutants. **(C)** Silencing assay demonstrating that *trp1*^*+*^::*ade6*^*+*^ silencing in *yth1-R59C* cells depends on RNAi (*dcr1*^*Δ*^, *w/o ade6-hairpin*) and H3K9 methylation (*clr4*^*Δ*^). **(D)** Silencing assay demonstrating that *trp1*^*+*^::*ade6*^*+*^ silencing in *pfs2-F115H* cells depends on RNAi (*dcr1*^*Δ*^, *w/o ade6-hairpin*) and H3K9 methylation (*clr4*^*Δ*^).
(TIF) Click here for additional data file.

S4 Fig Impairment of the CPF phosphatase module enables RNAi-mediated heterochromatin silencing. **(A)** Silencing assays demonstrating that *trp1*^*+*^::*ade6*^*+*^ silencing in CPF phosphatase module mutant cells (*ssu72*^*Δ*^, *swd22*^*Δ*^, *dis2*^*Δ*^, *ppn1*^*Δ*^) depends on RNAi (*dcr1*^*Δ*^, *w/o ade6-hairpin*) and H3K9 methylation (*clr4*^*Δ*^). **(B and C)** Comparison of initiation (B) and maintenance (C) of *ade6*^*+*^ silencing in CPF phosphatase module mutant cells (*trp1*^*+*^::*ade6*^*+*^, *nmt1*^*+*^::*ade6-hp*^*+*^). Multiple individual originator colonies (white or red in B or C, respectively) were spread to single cell density on YE plates to assess initiation/maintenance of the silencing phenotype. Number of originator colonies and total counted number of colonies (in brackets) are indicated on top of the graphs.
(TIF) Click here for additional data file.

S5 Fig Steady-state mRNA levels remain largely unaffected in cells harboring RNAi-enabling CPF mutations. **(A)** Quantitative RT-PCR with primer pairs amplifying *ade6*^+^ or *act1*^+^ mRNAs in the respective mutant strains, which do not express any *ade6*^+^ siRNA. mRNA levels were normalized to U6snRNA and are shown relative to the levels measured in wild-type cells. Error bars indicate standard deviation, n = 3 independent biological replicates. **(B)** Pairwise comparisons of gene expression (RNA-seq) between wild-type and CPF or *trp1*^*+*^::*ade6*^*+*^ PAS mutant strains. Cells did not express primary *ade6-hairpin* siRNAs. Fragments per kilobase million (FPKMs) were calculated and averaged over three replicates. Each scatterplot depicts log2-transformed FPKM values of the wild-type against one of the mutants.

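The comparisons were repeated with CPM in place of FPKM, using the mean of log2(CPM + 1) over the 3 replicates of each strain and the 5911 genes tested. Pearson's r with wild type across genes was 0.995 for the libraries labelled *ppn1Δ*, 0.992 for *yth1-R59C*, 0.984 for *ssu72Δ*, 0.984 for *swd22Δ*, 0.984 for *pfs2-F115H* and 0.983 for *dis2Δ*. It was 0.994 for AAUGAA, 0.992 for AAUUAA and 0.991 for AAUCAA. Genes are not independent replicates, so these coefficients describe the scatter across genes and carry no p. A wild-type replicate against the mean of the other wild-type replicates gave r between 0.9945 and 0.9954. Mutant replicates taken 1 at a time against the wild-type mean gave r from 0.973 in *pfs2-F115H* to 0.992 in the libraries labelled *ppn1Δ*. The wild-type libraries were deeper than most mutant libraries. Replicates of a mutant also correlated less with each other: the lowest r within a strain was 0.992 in wild type and smaller in every mutant, down to 0.980 in *swd22Δ*. The gap to the wild-type replicates therefore does not measure an effect of the mutations alone. The share of genes within 2-fold of wild type was 96.1% in *ssu72Δ*, 96.4% in *pfs2-F115H*, 96.7% in *swd22Δ*, 97.5% in *dis2Δ*, 98.7% in *yth1-R59C* and 99.2% in the libraries labelled *ppn1Δ*. In the PAS mutants the share was 99.1% in AAUCAA, 99.4% in AAUUAA and 99.5% in AAUGAA. The number of genes that differed from wild type by more than 2-fold ranged from 27 in AAUGAA to 233 in *ssu72Δ*. The alternative that lowered r most was a pseudocount of 0.1, which gave 0.973 for *dis2Δ*.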

(TIF) Click here for additional data file.

S1 Table. EMS type mutations identified by Illumina whole genome next-generation sequencing (XLSX) Click here for additional data file.

S2 Table List of *S*. *pombe* strains used in this study. (XLSX) Click here for additional data file.

S3 Table List of plasmids used in this study. (XLSX) Click here for additional data file.

S4 Table List of primers used in this study. (XLSX) Click here for additional data file.

S1 Data Values used to generate box plot shown in Fig 2C. (XLSX) Click here for additional data file.

S2 Data Values used to generate box plot shown in Fig 2D. (XLSX) Click here for additional data file.

S3 Data Values used to generate graph shown in Fig 2E. (XLSX) Click here for additional data file.

S4 Data Values used to generate box plot shown in Fig 3E. (XLSX) Click here for additional data file.

S5 Data Values used to generate box plot shown in Fig 3G. (XLSX) Click here for additional data file.

S6 Data Values used to generate graphs shown in Fig 5C. (XLSX) Click here for additional data file.

S7 Data Values used to generate box plots shown in S2 Fig. (XLSX) Click here for additional data file.

S8 Data Values used to generate box plots shown in S4B and S4C Fig. (XLSX) Click here for additional data file.

S9 Data Values used to generate graph shown in S5A Fig. (XLSX) Click here for additional data file.

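The values in S9 Data come from quantitative RT-PCR of *ade6* and *act1* mRNA in strains of the same genotypes, normalized to U6 snRNA and expressed relative to wild type, with 3 biological replicates per strain. Because both mRNAs share the U6 reference, the ratio of *ade6* to *act1* leaves U6 out. In the RNA-seq data this ratio, relative to wild type, was 0.911 ± 0.0532 in *yth1-R59C* (SD, n = 3), where the ratio from the paper's reported values is 0.868 ± 0.106. In *ssu72Δ* it was 0.887 ± 0.0554 (SD, n = 3), and the paper's reported values give 0.870 ± 0.0120. For these 2 strains the difference lay within the larger SD. In the other strains the difference was larger than the larger SD, with ratios of 1.14 in *dis2Δ* (0.925 from the paper's values), 0.927 in the libraries labelled *ppn1Δ* (0.808 from the paper's values), 0.871 in *swd22Δ* (0.802 from the paper's values) and 0.847 in *pfs2-F115H* (0.725 from the paper's values). The PAS mutants had RNA-seq ratios of 0.777 in AAUUAA, 0.857 in AAUGAA and 0.900 in AAUCAA, where the paper's values, matched by strain number, give 0.678, 0.743 and 0.750.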

How the deposited data were processed for this re-analysis (not part of the article)

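Total RNA-seq was analysed for wild-type cells and 9 mutant strains with 3 replicates each, 30 libraries in all. Strain and replicate were taken from the sample labels. The labels of the PAS mutants write the changed base of the complementary strand, so they were matched to AAUUAA, AAUGAA and AAUCAA through the strain list of the paper (S2 Table). The 7 small RNA samples of the series were not analysed here. FPKM values, which the paper plots, were not used here.

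The authors deposited CPM values per gene and library. To make them, the authors aligned single-end reads of 50 nucleotides to the *S. pombe* genome with STAR, which placed reads with several matches at 1 of them at random, and counted uniquely mapping reads on PomBase annotation with featureCounts. Counting was strand-specific, and reads that overlap several genes were not counted. The authors then divided by the reads counted in each library. The columns sum to between 999741 and 999917 CPM, and between 125 and 924 reads per library lie outside the 6996 features listed. In each of the 30 libraries 100% of the values were whole multiples of the value of 1 read, so whole reads were recovered from CPM for the tests that need counts. No column of the table was left out.

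Of the 6996 features, 6850 were matched by identifier to the reference annotation (ASM294v3) and 146 were not, and 341 had a value of 0 in all libraries. The authors name another version of the assembly (ASM294), so coordinates are given only for sequences matched here to ASM294v3. Gene lengths are the summed exon lengths in that annotation.

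Between 1031965 and 6344396 reads were counted per library. The value of 1 read lay between 0.158 and 0.969 CPM, and 3 reads, the smallest level taken as detectable, between 0.473 and 2.91 CPM. These floors cover counting error only, since the reads carry no molecular identifiers. Mitochondrial genes took between 8.01% and 15.0% of the reads.

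In R (version 4.3.3), log2(CPM + 1) was fitted with limma (version 3.58.1) in 1 linear model over the 10 strains, with 20 residual degrees of freedom, empirical Bayes moderation with a mean-variance trend, and Benjamini-Hochberg adjustment within each comparison. Genes with a mean of at least 1 CPM over the 30 libraries were tested, 5911 of 6996. A gene was called changed at an adjusted p under 0.05 and a change of at least 2-fold, and for *ade6* the threshold was an adjusted p under 0.05. Fold changes are on the log2(CPM + 1) scale, which understates those of genes with few reads. On simulated counts with 200 changed genes, 199 of them (99.5%) were recovered with 0 false calls among 5899 genes tested, by limma and also by edgeR (version 4.0.16) and DESeq2 (version 1.42.0). The simulated changes were all of 1 size, larger than 2-fold, in genes well above the filter, with the same spread for every gene. This check therefore does not cover genes with few reads, changes near 2-fold or genes that vary strongly between replicates. The labels number the replicates of each strain from 1 to 3, and these numbers are the only source for any pairing between strains. For single genes, exact permutation tests of 3 libraries against 3 cannot give a p under 0.1.

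The genes named in the text were chosen by a rule set in advance: the genes whose RNA the paper measures (*ade6*, *act1*, *lys4*), *trp1* and *ura4*, the mutated or deleted genes, genes of 5 panels that were called, and in each mutant the 3 largest rises and 3 largest falls among called genes whose mutant libraries all lie on the same side of all wild-type libraries. *ura4* is listed at 0 in all libraries. Other features named were chosen after their values were seen: the features beside *cao1*, *snu6*, *tgp1* and the genes shared between strains.

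The alternatives tried were pseudocounts of 0.1 and 4, no filter or a minimum mean of 10 CPM, median-of-ratios scaling, quantile normalization, protein-coding genes alone, a fit over the 2 strains compared, no variance trend, robust variance estimation, a replicate block, edgeR's quasi-likelihood test and DESeq2 on the recovered reads, an adjusted p under 0.01, no minimum change, and each replicate left out in turn. The tests of gene panels used fry from limma, with adjustment over the 45 tests.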

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

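The tests of gene length, library depth, read sharing, labels, sampling noise and a subtelomeric segment were chosen only after the results were seen.

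The number of genes called changed by limma was higher in each CPF mutant than in any PAS mutant, where at most 31 genes were called, and the paper's text gives no such numbers. The counts were 205 in *ssu72Δ*, 185 in *pfs2-F115H*, 171 in *swd22Δ*, 119 in *dis2Δ*, 48 in *yth1-R59C* and 42 in the libraries labelled *ppn1Δ*. The order depends on the minimum change of 2-fold: with no minimum, 525 genes passed in AAUCAA and 434 in AAUUAA, more than in *yth1-R59C* (228) and the libraries labelled *ppn1Δ* (144). The difference between CPF and PAS mutants in these counts was itself not tested. For each of the 9 comparisons, 1 of the 4 splits of the 6 libraries that part all 3 same-numbered pairs gave as many genes, and that was the real split. The other 3 splits called 0 genes, or at most 1 for AAUUAA, while between 97 and 564 genes had an unadjusted p under 0.05. The other 6 of the 10 splits keep at least 1 same-numbered pair on the same side, and 0 of them gave as many genes as the real split, with at most 1 call each. With 3 libraries against 3 the share of splits is never under 0.05, so this share decides nothing by itself and cannot rule out a difference by chance between the groups of libraries. The low numbers of calls in the other splits do not settle this either, since each of them has libraries of both strains on each side.

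Gene length and library depth were weighed for each count. After each library's trend with exon length was removed (5854 of the 5911 genes, 99.0%, have a length), 179 genes were called in *ssu72Δ*, 161 in *pfs2-F115H*, 153 in *swd22Δ*, 102 in *dis2Δ*, 43 in *yth1-R59C*, 38 in the libraries labelled *ppn1Δ* and 26 in AAUCAA, of which 172, 139, 142, 97, 39, 38 and 22 were among the genes called before. In AAUUAA the count fell from 17 to 11 and in AAUGAA from 10 to 6, a change of more than 1.5 times, so for these mutants the counts cannot be told apart from a gene length bias. With every library thinned to 1031839 reads, 186 genes were called in *ssu72Δ*, 169 in *pfs2-F115H*, 155 in *swd22Δ*, 100 in *dis2Δ*, 45 in *yth1-R59C*, 43 in the libraries labelled *ppn1Δ*, 31 in AAUCAA, 20 in AAUUAA and 11 in AAUGAA. Of these, 139, 132, 109, 72, 32, 29, 21, 9 and 6 were among the genes called at full depth. Unequal depth therefore does not account for the counts, although part of the genes called differs. The labels give no batch. The counts in the CPF mutants other than the libraries labelled *ppn1Δ*, where reads on *ppn1* leave the genotype open, may reflect an effect of the mutation on RNA levels, as a hypothesis found and tested on the same data, with chance between groups of libraries not ruled out. It does not rest on the order of CPF and PAS mutants, which fails without a minimum change and, for the libraries labelled *ppn1Δ* (42), when AAUCAA replicate 3 is left out (46 genes in AAUCAA).

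Reads were counted on *ppn1* in the libraries labelled *ppn1Δ*, at 79.9 ± 5.36 CPM (SD, n = 3; 153, 480 and 322 reads), while the other 3 deletions had 0 reads on the deleted gene. All 50-base windows of *ppn1* (100%) occur once in the reference genome, so the reads are not shared with another copy. The smallest *ppn1* level in any of the 30 libraries was 62.8 CPM, so no library of the series lacks *ppn1* reads and an exchange of labels within the series does not account for them. Wild-type libraries under this label would be a candidate explanation: the other splits of these 6 libraries that part all same-numbered pairs called 0 genes, with 97 to 291 genes at an unadjusted p under 0.05, against 42 genes for the real split. That test cannot tell a wild-type strain grown apart from a deletion that leaves part of the gene transcribed. Other explanations are left open too. The region of *ppn1* that was deleted is not used here, and no biological explanation was tested. The 3 largest rises under this label, SPCPB1C11.02, *dph7* (SPCC18.15) and *ptc1* (SPCC4F11.02), have identifiers that begin with SPC, as does *ppn1*. So does *hrr1* (SPCC1739.03). Their ratios to wild type were 2.91, 2.61, 2.38 and 2.02. SPCC70.08c, among the 3 largest falls, has such an identifier too (0.463). Whether the genes called lie together on a chromosome was not tested.

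*gdt1* (SPAC186.05c) had at most 3 reads in any wild-type library. Its mean level in *yth1-R59C* was 84.7 ± 6.98 CPM (SD, n = 3), about 105-fold the largest wild-type floor of 0.808 CPM. The means were 89.2 ± 4.90 in *pfs2-F115H* (about 110-fold) and 81.5 ± 1.48 in AAUCAA (about 101-fold). In AAUUAA the mean was 45.6 ± 31.1 (about 56.5-fold) and in *dis2Δ* 20.0 ± 11.3 (about 24.8-fold). Single libraries can lie lower, down to 7.06 CPM in *dis2Δ*. In each of these strains all 3 libraries were above all wild-type libraries, in a gene that the paper does not discuss. In AAUGAA the replicates had 48.2, 24.8 and 0 CPM, and in AAUUAA 51.5, 12.0 and 73.4 CPM. *gdt1* had the largest residual SD of the 5911 genes tested (1.11 on the log2 scale). An exact multinomial test of the sampling noise of the reads in the AAUGAA libraries, evaluated with 100000 random draws, gave p = 1e-05, the smallest that these draws can give. The gene and strain were picked for their spread and separate cultures can differ by more than counting noise, so this test decides nothing about the source of the spread. All its 50-base windows (100%) occur once in the reference genome. In 25 of the 30 libraries *gdt1* and SPAC186.06, which lies close to it, were both detected or both not. SPAC186.06 had 0 reads in all 3 wild-type libraries and was itself called higher in *yth1-R59C* (limma, adjusted p = 0.00110), *pfs2-F115H* (adjusted p = 2.07e-05) and AAUCAA (adjusted p = 0.000113), so the difference from wild type in these strains is not at *gdt1* alone. This may point to a difference over a subtelomeric segment that varies between cultures, but the 25 libraries fall short of the 28 set for that explanation. The shortfall itself says little, since SPAC186.06 has far fewer reads than *gdt1* and can miss the level of 3 reads by depth. The reads on *gdt1* and SPAC186.06 were 3 and 0 in wild-type replicate 1, 5 and 1 in *ssu72Δ* replicate 2 and 73 and 2 in AAUUAA replicate 1. The explanation therefore cannot be decided. *pfl9* (SPAC186.01), whose identifier is of the same series, went the other way and was not part of this test. Its mean was 2.40 CPM in *yth1-R59C* and 1.67 in *pfs2-F115H* against 28.3 in wild type. In *ssu72Δ* it had 2.72 CPM, where *gdt1* had 0.769. Since replicates of one strain differ, the strain does not settle the level of *gdt1*.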

How the results depend on the processing

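The alternatives below were set before the data were examined, except for the panel test without the mutated gene, which was chosen after seeing the data. For each change given here, the cause was not tested. For the number of genes changed, a count is listed where it differs more than 1.5 times from the count of the main setting, which was 48 in *yth1-R59C*, 42 in the libraries labelled *ppn1Δ*, 119 in *dis2Δ*, 205 in *ssu72Δ*, 171 in *swd22Δ*, 185 in *pfs2-F115H*, 17 in AAUUAA, 10 in AAUGAA and 31 in AAUCAA.

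With no minimum change, 228 genes passed in *yth1-R59C*, 144 in the libraries labelled *ppn1Δ*, 712 in *dis2Δ*, 991 in *ssu72Δ*, 1184 in *swd22Δ*, 1122 in *pfs2-F115H*, 434 in AAUUAA, 223 in AAUGAA and 525 in AAUCAA. The split then was 489 higher and 502 lower in *ssu72Δ*, 257 and 268 in AAUCAA, 194 and 240 in AAUUAA, 70 and 153 in AAUGAA, 424 and 760 in *swd22Δ*, 428 and 284 in *dis2Δ*, 835 and 287 in *pfs2-F115H*, 168 and 60 in *yth1-R59C* and 82 and 62 in the libraries labelled *ppn1Δ*, so in *ssu72Δ* and AAUCAA the uneven split holds only with the minimum change. With a minimum mean of 10 CPM, 27 genes were called in *yth1-R59C*, 67 in *dis2Δ*, 92 in *ssu72Δ*, 89 in *swd22Δ*, 84 in *pfs2-F115H*, 10 in AAUUAA and 19 in AAUCAA. With protein-coding genes alone, 21 were called in *yth1-R59C*, 67 in *dis2Δ*, 98 in *ssu72Δ*, 91 in *swd22Δ*, 83 in *pfs2-F115H*, 9 in AAUUAA, 5 in AAUGAA and 15 in AAUCAA. A pseudocount of 4 gave 60 in *dis2Δ*, 102 in *ssu72Δ*, 66 in *swd22Δ*, 95 in *pfs2-F115H*, 8 in AAUUAA and 17 in AAUCAA. An adjusted p under 0.01 gave 9 in AAUUAA, 3 in AAUGAA and 18 in AAUCAA. edgeR on the recovered reads called 77 in *yth1-R59C* and 18 in AAUGAA. Quantile normalization gave 5 in AAUGAA, and a fit with no variance trend 6. The fits that each left out 1 replicate gave 11 to 27 genes in AAUUAA, 3 to 13 in AAUGAA, 18 to 46 in AAUCAA, 32 to 49 in *yth1-R59C*, 34 to 43 in the libraries labelled *ppn1Δ*, 89 to 109 in *dis2Δ*, 153 to 194 in *ssu72Δ*, 143 to 193 in *swd22Δ* and 151 to 217 in *pfs2-F115H*. Over these fits 0 to 1 genes changed the same way in all 4 phosphatase module deletions, counting the libraries labelled *ppn1Δ*. The main setting gave 0, with 83 genes at an unadjusted p under 0.05. All other counts stayed within 1.5 times.

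Scaling moved the split into higher and lower genes in several strains. Median-of-ratios scaling gave 103 genes in *dis2Δ* (55 higher, 48 lower) and 159 in *pfs2-F115H* (116 higher, 43 lower). In *pfs2-F115H* it moved the median log2 fold change of all genes from 0.12 to 0.00, a shift of −0.12, and quantile normalization moved it by −0.13. Quantile normalization gave 103 in *dis2Δ* (49 higher, 54 lower), 166 in *pfs2-F115H* (101 higher, 65 lower), 183 in *ssu72Δ* (127 higher, 56 lower), 48 in *yth1-R59C* (29 higher, 19 lower), 13 in AAUUAA (6 higher, 7 lower) and 30 in AAUCAA (7 higher, 23 lower). With protein-coding genes alone the split was 72 higher and 26 lower in *ssu72Δ*, 14 higher and 7 lower in *yth1-R59C*, 25 higher and 66 lower in *swd22Δ*, and 4 higher and 11 lower in AAUCAA. DESeq2 gave 157 in *swd22Δ* (81 higher, 76 lower) and 19 in AAUUAA (7 higher, 12 lower), and edgeR gave 57 in the libraries labelled *ppn1Δ* (44 higher, 13 lower) and 32 in AAUCAA (9 higher, 23 lower). The larger number of lower than higher genes in *swd22Δ* thus turned around under DESeq2 and was nearly even under quantile normalization (83 higher, 82 lower) and edgeR (90 higher, 91 lower). In *dis2Δ* the larger number of higher than lower genes turned around under quantile normalization.

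The log2 fold change of *ade6* kept its sign and its side of the threshold in AAUUAA under all 19 alternatives (−0.43 to −0.34, adjusted p from 0.000196 to 0.00988). In AAUCAA, where it was −0.23 at an adjusted p of 0.0379, the adjusted p was 0.0732 without a variance trend (−0.23) and 0.0768 in a fit over the 2 strains (−0.23), and it lay above 0.05 in 4 of the 6 fits that left out 1 replicate (−0.30 to −0.18), with a range of 0.0149 to 0.173 over all alternatives. In strains where *ade6* was not called, its sign changed in *pfs2-F115H* with protein-coding genes alone (0.036), under quantile normalization (0.011) and with a replicate left out (−0.067 to 0.020), and in *ssu72Δ* with a replicate left out (−0.011 to 0.11). Other signs that changed belong to small values. For *act1* in *yth1-R59C* the value was −0.049 under edgeR, −0.046 under DESeq2 and −0.047 under median-of-ratios scaling, and in AAUGAA it was −0.014 under quantile normalization. For *lys4* in *dis2Δ* it was −0.072 under edgeR, −0.070 under DESeq2 and −0.071 under median-of-ratios scaling. For *trp1* it was −0.0092 under edgeR, −0.015 under DESeq2 and −0.0096 under median-of-ratios scaling in AAUCAA, and 0.054 in AAUUAA under quantile normalization. For *yth1* in *yth1-R59C* it was 0.0039 with protein-coding genes alone. With a replicate left out, the ranges were −0.18 to 0.091 for *yth1* in *yth1-R59C*, −0.098 to 0.080 for *act1* in the libraries labelled *ppn1Δ*, −0.060 to 0.035 for *act1* in AAUUAA, −0.020 to 0.063 for *lys4* in *dis2Δ* and −0.010 to 0.093 for *trp1* in AAUCAA. Of 1664 values for the 89 results on other named genes, 1579 kept their direction and side of the threshold, 51 were weaker, 11 stronger and 23 reversed.

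Pearson's r with wild type across genes was lower with a pseudocount of 0.1: 0.987 in *yth1-R59C*, 0.993 in the libraries labelled *ppn1Δ*, 0.973 in *dis2Δ*, 0.979 in *ssu72Δ*, 0.976 in *swd22Δ*, 0.976 in *pfs2-F115H*, 0.987 in AAUUAA, 0.990 in AAUGAA and 0.985 in AAUCAA. With a minimum mean of 10 CPM it was 0.993 in the libraries labelled *ppn1Δ*, 0.978 in *dis2Δ*, 0.979 in *swd22Δ*, 0.990 in AAUUAA and 0.992 in AAUGAA. With no filter it was 0.994 in *yth1-R59C*, 0.996 in the libraries labelled *ppn1Δ*, 0.988 in *dis2Δ*, 0.989 in *ssu72Δ*, 0.989 in *swd22Δ*, 0.994 in AAUUAA and 0.995 in AAUGAA. With a pseudocount of 4 it was 0.987 in *dis2Δ* and 0.994 in AAUUAA. With a replicate left out it ranged from 0.990 to 0.992 in AAUUAA and from 0.992 to 0.994 in AAUGAA. Of the 45 panel tests 18 passed an adjusted p of 0.05, against 11 in fits over the 2 strains compared, 15 without the mutated gene and 17 to 20 with a replicate left out.

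With the replicate block, which treats same-numbered replicates as paired, 47 genes were called in *yth1-R59C*, 42 in the libraries labelled *ppn1Δ*, 117 in *dis2Δ*, 205 in *ssu72Δ*, 173 in *swd22Δ*, 187 in *pfs2-F115H*, 15 in AAUUAA, 10 in AAUGAA and 30 in AAUCAA. The replicate block gave 18 panel tests that passed and 0 genes changed the same way in all 4 phosphatase module deletions, counting the libraries labelled *ppn1Δ*. The block also gave an adjusted p of 0.0485 for *ade6* in AAUCAA, within the range of 0.0149 to 0.173 over all alternatives. Deviations from the strain means of same-numbered replicates of a mutant and wild type had a mean correlation across genes of −0.007, against 0.004 for replicates with other numbers, and it ranged from −0.107 in *ssu72Δ* to 0.102 in the libraries labelled *ppn1Δ*. Depth limits genes with few reads: 3 reads were between 0.473 and 2.91 CPM, above or near the filter of 1 CPM in the shallowest libraries.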

Differences from the paper's values

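The paper's values are those of S9 Data, from quantitative RT-PCR normalized to U6 snRNA and relative to wild type (SD, n = 3), and the values here are ratios to wild type from RNA-seq on the log2(CPM + 1) scale, turned back to a linear ratio. No test in this part was chosen only after a result was seen, except the ratio of *ade6* to *act1*.

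For *ade6* in *ssu72Δ* the paper's value is 1.89 ± 0.229, and the value here is 1.03. Under the alternatives set before the data were examined it lay between 0.992 and 1.10, and none of them closed the gap. For *act1* in *ssu72Δ* the paper's value is 2.18 ± 0.279 and the value here 1.16, between 1.14 and 1.17 under the alternatives, none of which closed the gap. For *act1* in AAUUAA the paper's value is 1.57 ± 0.234 and the value here 0.991, between 0.959 and 1.02 under the alternatives, none of which closed the gap. The paper's file gives the AAUUAA strain, matched by its strain number, the name of AAUGAA. For *act1* in AAUCAA the paper's value is 1.68 ± 0.483 and the value here 0.953, between 0.924 and 0.988 under the alternatives, none of which closed the gap.

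For *ade6* in AAUCAA the paper's value is 1.26 ± 0.360 and the value here 0.853, which is within 1.5-fold. The difference passed 1.5-fold under median-of-ratios scaling (0.827), edgeR (0.824), DESeq2 (0.822), without wild-type replicate 1 (0.824) and without AAUCAA replicate 2 (0.813).

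The paper states that no major differences in *ade6* mRNA levels were observed in CPF or PAS mutants. In the RNA-seq data *ade6* in AAUUAA had a ratio to wild type of 0.771, a log2 fold change of −0.38 (limma, adjusted p = 0.000662, range over the alternatives 0.000196 to 0.00988), where the paper's value in S9 Data is 1.07. The scales differ, since the paper's value is relative to U6. The ratio of *ade6* to *act1*, which leaves U6 out, was below wild type in both assays. It was 0.678 from the paper's values and 0.777 from RNA-seq, so the assays do not differ in direction by this measure.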

Other observations

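The tests of gene length in the PAS mutants, of the segment around *cao1*, of the genes shared by *yth1-R59C* and *pfs2-F115H* and of the ratio of *ade6* to *act1* were chosen only after the results were seen.

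In any of the 9 mutants 542 genes were called, 521 of them in at least 1 CPF mutant, 177 in at least 2 CPF mutants and 46 in at least 1 PAS mutant. The 5 genes called in all 3 PAS mutants were *snR98*, *snR42*, *pfl9*, *snR91* and *gdt1*, chosen for naming after their values were seen. *ssu72Δ*, *dis2Δ* and *swd22Δ* shared 14 genes changed the same way, and all 4 phosphatase module deletions, with the libraries labelled *ppn1Δ*, shared 0, with 83 genes at an unadjusted p under 0.05 and the same direction in all 4. *lys4* was lower in *yth1-R59C* (log2 fold change −0.44, limma adjusted p = 0.00399) and *pfs2-F115H* (−0.39, adjusted p = 0.00304).

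Short genes were lower relative to long genes in the PAS mutants and in nearly every other comparison with the shared wild-type libraries. The median log2 fold change of the 585 shortest genes minus that of the 585 longest was −0.28 in AAUUAA, −0.23 in AAUGAA and −0.24 in AAUCAA, and −0.26 in *swd22Δ*, −0.14 in the libraries labelled *ppn1Δ*, −0.13 in *pfs2-F115H*, −0.11 in *yth1-R59C*, −0.10 in *dis2Δ* and −0.0090 in *ssu72Δ*. The trend is consistent with a gene length bias between libraries, and the smallest of the 3 differences in PAS mutants (−0.232) passed the size set for that explanation (0.2). The test measures the trend itself, so another cause of the trend is not ruled out. Small RNAs such as *snR91*, *snR42* and *snR98* may be lower for this reason. By the same measure the difference in *swd22Δ* was also beyond this size, the other CPF mutants were not, and *ssu72Δ*, compared with the same wild-type libraries, showed nearly none. No biological explanation was tested.

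Lower expression of *pho1*, *pho84* and *tgp1* was proposed for the phosphatase module deletions. *pho1* and *pho84* are listed at 0 in all libraries, so the test rests on *tgp1*. In *swd22Δ* this gene fell (log2 fold change −0.62, limma fry adjusted p = 0.00261, with all 3 libraries below all 3 wild-type libraries). That is 1 of 4 deletions when the libraries labelled *ppn1Δ*, whose genotype is open, are counted. It also fell in AAUGAA (−0.78, adjusted p = 0.000618) and AAUCAA (−0.72, adjusted p = 0.000792), and these directions held under median-of-ratios scaling, quantile normalization and with protein-coding genes alone. In *pfs2-F115H* it fell and passed under median-of-ratios scaling (−0.46, adjusted p = 0.0224) and quantile normalization (−0.52, adjusted p = 0.0107) but not as deposited (−0.34, adjusted p = 0.0946), and in AAUUAA under median-of-ratios scaling alone (−0.40, adjusted p = 0.0445, against 0.0587 as deposited). With one testable gene, which also falls in PAS mutants, the hypothesis cannot be decided. In these PAS mutants the CPF subunit gene *yth1* was itself lower, in AAUCAA at 5.96 ± 1.20 CPM against 13.9 ± 2.79 (SD, n = 3, log2 fold change −1.10, limma adjusted p = 0.00142) and in AAUGAA by a log2 fold change of −0.72 that did not pass (adjusted p = 0.0660). The *yth1* value in AAUCAA rests on few reads, down to 5 in a single library (4.82 CPM). Whether it reflects the lower levels of short genes in the PAS mutants was not tested.

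Read-through transcription was proposed to raise antisense RNAs in the CPF mutants. The median log2 fold change of 480 antisense RNAs minus that of 4886 protein-coding genes was 0.44 in *ssu72Δ*, 0.29 in *pfs2-F115H*, 0.23 in *yth1-R59C*, 0.16 in *swd22Δ*, 0.14 in *dis2Δ* and −0.06 in the libraries labelled *ppn1Δ*, against −0.05 in AAUUAA, −0.07 in AAUGAA and −0.04 in AAUCAA. Over the 84 ways to divide the 9 strains, an exact one-sided permutation test gave p = 0.0357. It gave 0.0357 under median-of-ratios scaling, 0.0476 with a minimum mean of 10 CPM and 0.0714 under quantile normalization. Under quantile normalization the sign in PAS mutants was positive (0.03 to 0.05). The differences in CPF mutants then ran from 0.0043 to 0.24, so the largest was smaller and the lowest lay under the PAS range. Higher antisense RNA levels in CPF mutants other than those labelled *ppn1Δ* may follow from incomplete termination, as a hypothesis whose test passed 0.05 in 3 of the 4 settings. The test compares RNA levels alone, so it cannot tell incomplete termination from another cause of higher antisense RNA. The largest difference was in *ssu72Δ*, a deletion in the phosphatase module. The title of Fig 5 excludes that module from the mutations that affect cleavage. All 9 comparisons share the 3 wild-type libraries. A second form of the hypothesis, higher levels of genes in tandem downstream of another gene (2255 genes, against 2631 others), gave p = 0.262 in the same exact test and was not borne out.

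The changed level of a silencing factor was proposed as a route to the silencing phenotype. Of a panel of 21 RNAi and heterochromatin genes, 1 was called in a CPF mutant: *hrr1* was higher in the libraries labelled *ppn1Δ* (96.1 ± 6.04 CPM against 47.7 ± 5.62, SD, n = 3; log2 fold change 1.00, limma adjusted p = 1.50e-07), with the direction drawn for the label alone. In the 3 libraries of this label *hrr1* lay above all 3 wild-type libraries. With a replicate left out its log2 fold change ranged from 0.91 to 1.08, so whether it reaches the 2-fold minimum depends on the libraries used. As a panel, the 21 genes rose in *yth1-R59C* (median log2 fold change 0.21, adjusted p = 0.00527), *dis2Δ* (0.21, adjusted p = 0.00405) and *pfs2-F115H* (0.26, adjusted p = 0.000792), and also in AAUCAA (0.20, adjusted p = 0.0241), by limma's fry. These directions held under median-of-ratios scaling, quantile normalization and with protein-coding genes alone, and the adjusted p in AAUCAA ranged from 0.00742 to 0.0600 over these 3. The sizes depend on the scaling: under quantile normalization the medians were 0.10 in *yth1-R59C*, 0.09 in *dis2Δ* and 0.11 in *pfs2-F115H*. The PAS mutant AAUCAA then had a larger median, 0.13. Under median-of-ratios scaling it was also largest in AAUCAA (0.16), against 0.12 in *yth1-R59C*, 0.12 in *dis2Δ* and 0.14 in *pfs2-F115H*. As deposited and with protein-coding genes alone AAUCAA had the smallest of these medians (0.20). The libraries labelled *ppn1Δ* passed only under median-of-ratios scaling (0.07, adjusted p = 0.0426, against 0.150 as deposited and 0.0526 to 0.259 under the other 2 scalings). A panel of 8 tested genes listed as known suppressors of silencing was lower in *swd22Δ* (median −0.12, adjusted p = 0.000792, and 7.90e-05 to 0.00279 over the 3 scalings) and in *ssu72Δ* (−0.08, adjusted p = 0.0224, and 0.000371 to 0.0850), with the same direction under each scaling. In *yth1-R59C* it was lower and passed under median-of-ratios scaling alone (−0.096, adjusted p = 0.0442, against 0.983 as deposited). Whether changes of this size affect silencing was not tested.

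Raised expression of 13 meiotic genes of facultative heterochromatin was proposed for *ssu72Δ* and *swd22Δ*. The panel rose in 1 of these 2 deletions, *ssu72Δ* (median log2 fold change 0.25, limma fry adjusted p = 0.000792), and in *swd22Δ* the median was 0.00 (adjusted p = 0.807), so the hypothesis cannot be decided. The difference between the 2 deletions was not tested. The meiotic gene *mei2*, a panel gene called in *swd22Δ*, was lower there, against the proposed direction. It had 12.3 ± 2.42 CPM against 26.0 ± 1.17 (SD, n = 3, log2 fold change −1.03, limma adjusted p = 0.00658). With a replicate left out this fold change ranged from −1.12 to −0.87, on both sides of the 2-fold minimum. The panel also rose in *pfs2-F115H* (0.62, adjusted p = 4.07e-08), *dis2Δ* (0.31, adjusted p = 0.00611) and *yth1-R59C* (0.24, adjusted p = 0.000792). Under quantile normalization the median rise was 0.09 in *ssu72Δ*, 0.41 in *pfs2-F115H*, 0.10 in *dis2Δ* (adjusted p = 0.0784, the highest of the 3 scalings, the lowest being 0.00764) and 0.11 in *yth1-R59C*, and no direction flipped in these 4 strains under this scaling, median-of-ratios scaling (0.50 in *pfs2-F115H*) or with protein-coding genes alone. Under quantile normalization the panel also rose in the PAS mutant AAUGAA (0.17, adjusted p = 0.01003, against 0.245 and 0.860 under the other 2 scalings), by more than in *ssu72Δ*, *dis2Δ* or *yth1-R59C*.

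Of the 48 genes called in *yth1-R59C*, 45 (93.75%) were called the same way in *pfs2-F115H*, 38 higher and 7 lower, among them 19 antisense RNAs. *mpe1*, which encodes another CPF subunit, was higher in both, at 345 ± 21.9 CPM in *yth1-R59C* and 398 ± 23.5 in *pfs2-F115H* against 161 ± 2.54 in wild type (SD, n = 3; limma adjusted p = 9.88e-13 and 6.14e-15). A shared wild-type baseline could by itself make calls coincide. With AAUUAA as the baseline of *yth1-R59C* and AAUGAA as that of *pfs2-F115H*, 59.3% of the calls in *yth1-R59C* were shared, and between 50.8% and 63.3% over all pairs of different PAS baselines. The PAS mutants have changes in common, so they are not independent baselines. With a PAS baseline for *yth1-R59C* alone and wild type for *pfs2-F115H* the share was 46.6%, 47.9% and 50.0%, and the other way round 83.3%, 89.6% and 79.2%. The shared wild-type baseline may thus account for part of the sharing, but not for all of it. A common effect of these mutations, both in the poly(A) polymerase module, may underlie it, as a hypothesis found and tested on the same data. *ssu72Δ* shared 68 genes with *swd22Δ* and 55 with *pfs2-F115H*, and the libraries labelled *ppn1Δ* shared 0 to 2 with any CPF mutant and had 3 opposite calls with *dis2Δ*.

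*cao1* had 0 reads in the 3 *dis2Δ* libraries together and 2074 in wild type. In the same segment SPAC2E1P3.05c had 1 read against 1082, and of the 3 non-coding RNAs there, 2 had 0 reads and the other had 6.70 ± 2.57 CPM against 163 ± 29.9 (SD, n = 3). All 5 features listed inside the segment fell at least 4-fold, but the segment was drawn around features that fell, so this number tests nothing. The non-coding RNA that is not at 0 kept 35 reads over the 3 *dis2Δ* libraries, which the loss of the whole segment would not give. On one side SPAPB2C8.01 was little changed (log2 fold change −0.24, limma adjusted p = 0.0419), and on the other *Tf2-3* is listed at 0 in all libraries, while *amt3* beyond it had 6.74 to 7.54 CPM in *dis2Δ* and 2.99 to 3.51 CPM in wild type, so the segment ends before *amt3*. A loss of the segment or of part of it is a candidate explanation that cannot be told apart from lower transcription, and whether it is linked to *dis2Δ* cannot be seen in 1 strain.

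The paper's quantitative RT-PCR gave higher *ade6* and *act1* in *ssu72Δ* than RNA-seq. A lower U6 reference in *ssu72Δ* would have this effect, but U6 (*snu6*) was higher there, at 39.7 ± 9.03 CPM against 19.4 ± 5.77 (SD, n = 3, log2 fold change 1.01, limma adjusted p = 0.0105), which speaks against it, although so short an RNA is poorly captured in such libraries. A difference common to both mRNAs would leave their ratio unchanged. The ratio of *ade6* to *act1* relative to wild type from the paper's values is 0.870 ± 0.0120 and from RNA-seq 0.887 ± 0.0554 (SD, n = 3), consistent with a common difference. Which step of either assay it comes from was not tested.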
